# Zebrafish Ski7 tunes RNA levels during the oocyte-to-embryo transition

**DOI:** 10.1371/journal.pgen.1009390

**Published:** 2021-02-18

**Authors:** Luis Enrique Cabrera-Quio, Alexander Schleiffer, Karl Mechtler, Andrea Pauli

## Abstract

Post-transcriptional regulation of gene expression is crucial during the oocyte-to-embryo transition, a highly dynamic process characterized by the absence of nuclear transcription. Thus, changes to the RNA content are solely dependent on RNA degradation. Although several mechanisms that promote RNA decay during embryogenesis have been identified, it remains unclear which machineries contribute to remodeling the maternal transcriptome. Here, we focused on the degradation factor Ski7 in zebrafish. Homozygous *ski7* mutant fish had higher proportions of both poor quality eggs and eggs that were unable to develop beyond the one-cell stage. Consistent with the idea that Ski7 participates in remodeling the maternal RNA content, transcriptome profiling identified hundreds of misregulated mRNAs in the absence of Ski7. Furthermore, upregulated genes were generally lowly expressed in wild type, suggesting that Ski7 maintains low transcript levels for this subset of genes. Finally, GO enrichment and proteomic analyses of misregulated factors implicated Ski7 in the regulation of redox processes. This was confirmed experimentally by an increased resistance of *ski7* mutant embryos to reductive stress. Our results provide first insights into the physiological role of vertebrate Ski7 as a post-transcriptional regulator during the oocyte-to-embryo transition.

## Author summary

During early embryo development, all cellular processes are regulated by maternal products deposited in the egg. One of such products is RNA, which serves as a template for the synthesis of proteins. As the embryo grows in the number of cells and size, RNAs need to be removed. Although many components and pathways that regulate RNA degradation in the embryo have been identified, the complete set of mechanisms are still unclear. Here, we characterize the function of the superkiller 7 (Ski7) protein, known to be involved in RNA degradation in yeast. We take advantage of high-throughput technologies to profile the status of RNAs during the transition from the egg to the embryo in zebrafish in the presence and abscense of Ski7. Absence of Ski7 in zebrafish leads to misregulation of hundreds of transcripts, decreases egg quality, and causes presumptive subfertility in female fish. Overall, Ski7 is a previously unrecognized factor in vertebrates that is important for the regulation of RNA degradation during the transition from the egg to the embryo.

## Introduction

Post-transcriptional regulation of gene expression plays a major role in defining the amount of RNA and protein in a cell. Apart from ensuring normal cell physiology and maintaining cell fate, post-transcriptional control is important for the speed and robustness of cell fate changes during developmental transitions [1,2].

A crucial aspect of post-transcriptional control is RNA decay, which removes unneeded or aberrant RNAs. In eukaryotes, canonical RNA degradation initiates with the shortening of the polyA-tail [3–5]. Following deadenylation, RNAs are degraded by the 5’-to-3’ and/or 3’-to-5’ decay pathways [6]. The 5’-to-3’ degradation pathway is initiated by the removal of the 5’ cap by the Dcp1/Dcp2 decapping complex, followed by transcript elimination by the 5’-to-3’ exonuclease Xrn1 [7,8]. Alternatively, deadenylated RNAs are degraded in a 3’-to-5’ manner by the RNA exosome complex and several auxiliary cofactors [9,10].

The RNA exosome is an essential and highly conserved multiprotein complex composed of ten core factors. The catalytically inactive subunits of the exosome (members of the RNAse PH protein family) form a hexameric ring, which is capped by a trimeric ring of S1/KH domain-containing proteins (Csl4, Rrp40, Rrp4) [10,11]. This catalytically inactive nine-subunit complex associates with one of three exoribonucleases, Rrp6/EXOSC10, Rrp44/DIS3, or DIS3L in the nucleolus, nucleus, or cytosol, respectively [12]. Besides its distinct, subcellularly restricted nucleases, the exosome binds auxiliary factors in a compartment-specific manner. In the nucleus, the exosome is activated by the RNA helicase Mtr4 [13]. In contrast, the cytosolic exosome is stimulated by the Ski complex [10,14].

The Ski complex is an evolutionary conserved protein complex that participates in canonical 3’-to-5’ RNA decay [15–17], RNA surveillance [17,18], viral RNA defense [19,20], and RNA interference [21]. Consistent with facilitating cytosolic exosome-dependent 3’-to-5’ RNA degradation, studies in yeast have shown that mutants in Ski complex subunits are synthetic lethal with mutants in the 5’-to-3’ degradation pathway [15,22]. However, the Ski complex, which contains the DExH-box helicase Ski2/SKIV2L, the tetratricopeptide repeat scaffold protein Ski3/TTC37, and two copies of the WD40 repeat protein Ski8/WDR61 [10], does not directly interact with the exosome. Association with the exosome complex requires the adaptor protein Ski7, which stably binds to the Csl4 exosome subunit via its conserved Patch 4 (P4)-like motif (ENFxxxSPDDIIQxAQ in yeast, PFDFxxxSPDDIVKxNQ in humans), and transiently associates with the Ski complex via the Ski3-Ski8 subunits [14,23–25]. In yeast Ski7, the exosome and Ski-complex interacting domains are part of the N-terminus [14,24], while the C-terminus consists of a GTPase-like domain involved in RNA quality control (non-stop decay pathway (NSD)) [18,26,27].

Yeast Ski7 is a paralogue of Hbs1, a factor required to degrade transcripts containing stalled ribosomes as part of the no-go decay (NGD) pathway [26,28,29]. While both yeast paralogues are encoded in independent genetic loci [30,31], the recently identified Ski7 homolog in vertebrates is encoded by an alternative splice isoform of vertebrate *hbs1l*, hence its name in humans HBS1LV3 [24,25,31]. Vertebrate Ski7 shares the Ski and exosome complex interacting domains of yeast Ski7, yet it lacks the GTPase domain [27,31,32]. Although a handful of studies have started to characterize vertebrate Ski7’s function *in vitro* [24,25], Ski7’s function *in vivo* has not yet been investigated in higher eukaryotes.

Here, we report a functional analysis of vertebrate Ski7 in zebrafish. We found that *ski7* mRNA levels peak during the oocyte-to-embryo transition. Regulation of this transition is fully dependent on post-transcriptional mechanisms including RNA degradation since the mature egg and early zebrafish embryo are transcriptionally silent [1,2]. Due to Ski7’s implication in RNA degradation and its specific timing of expression, we investigated Ski7’s role during the oocyte-to-embryo transition.

## Results

### Ski7 mRNA is highly expressed during the oocyte-to-embryo transition

Analysis of zebrafish transcriptome [33,34] and translatome [35,36] data revealed an *hbs1l* splice variant that is highly expressed and translated during early stages of embryogenesis (Fig 1A and 1B). Conservation analysis of this splice isoform showed that it encodes the zebrafish homolog of yeast Ski7 and human HBS1LV3 (Fig 1C and S1 Table), which is consistent with recent data from other eukaryotes [24,25,31]. The zebrafish *ski7*-specific exon (exon 5) contains the previously annotated Ski7-like motif and the most conserved region of Ski7, the so-called Patch 4-like (P4-like) motif [24,32] (Fig 1C). 

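RNA carrying a polyA tail was sequenced from wild-type oocytes of 4 stages of oogenesis (O1 to O4) and from unactivated (UNA), activated (ACT) and fertilized (FER) mature eggs, with 3 replicates per stage. The authors deposited the number of reads that they counted on each gene, without normalization. One gene identifier, ENSDARG00000036778, is taken here to collect the reads of both *hbs1l* and *ski7*, which was not checked against the gene models. The transcript values name no gene for each transcript, so the 2 splice variants were not separated here, and the values below are those of the whole locus in CPM, the reads on a gene relative to all reads counted on genes in the library. In wild-type oocytes the locus reached 21.5 ± 5.68 CPM (SD, n = 3) at O1, 25.6 ± 2.91 CPM at O2, 23.8 ± 6.36 CPM at O3 and 23.6 ± 6.33 CPM at O4. Mature eggs gave lower values of 7.1 ± 3.77 CPM (SD, n = 3) when unactivated, 7.59 ± 4.8 CPM when activated and 8.74 ± 6 CPM when fertilized. Averaged over the 3 egg stages of each replicate, the log2 level of the locus fell by 1.63 from O1 to the mature egg, to 0.324 of its O1 level. All 3 replicates of the eggs lay below all 3 replicates of O1 (exact permutation test, two-sided, p = 0.1, the smallest p that 3 replicates against 3 allow). In the libraries made after depletion of ribosomal RNA, which cover oocytes but not mature eggs, the locus stood at 27.1 ± 2.66 CPM (SD, n = 3) at O1 and at 22.8 ± 3.72 CPM at O4, a difference of the size of the spread between replicates. The embryonic stage nearest to the egg, E1, had 19.5 ± 5.82 CPM (SD, n = 3) in these libraries and 6.75 ± 0.63 CPM in polyA+ RNA. A fall of RNA into the egg and a lower capture by polyA selection are therefore not told apart by the polyA+ values. The sum over both splice variants does not show how the share of *ski7* within the locus changed. From transcript TPM in polyA+ RNA, the paper reports a constant *hbs1l*. It places *ski7* far above *hbs1l* in mature eggs and below it at the start of oogenesis. By those values the sum would rise into the egg, whereas the counts on the locus fell. CPM per gene and TPM per transcript are different measures, and the cause was not tested.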

Analysis of *ski7* mRNA levels during oogenesis, in mature eggs, and during embryogenesis showed that *ski7* mRNA peaks during the oocyte-to-embryo transition: while expression of *hbs1l* remains constant, we found that *ski7* mRNA is >10-fold higher expressed than *hbs1l* in mature eggs, but 2-fold lower at the beginning of oogenesis and in 5-day old larvae (Fig 1B). A similar trend was observed in mouse (S1A Fig). Our finding that *ski7* mRNA is enriched in the mature egg raised the possibility that it may be important during the oocyte-to-embryo transition, which is characterized by large-scale changes to RNA and protein content.

**Fig 1:**
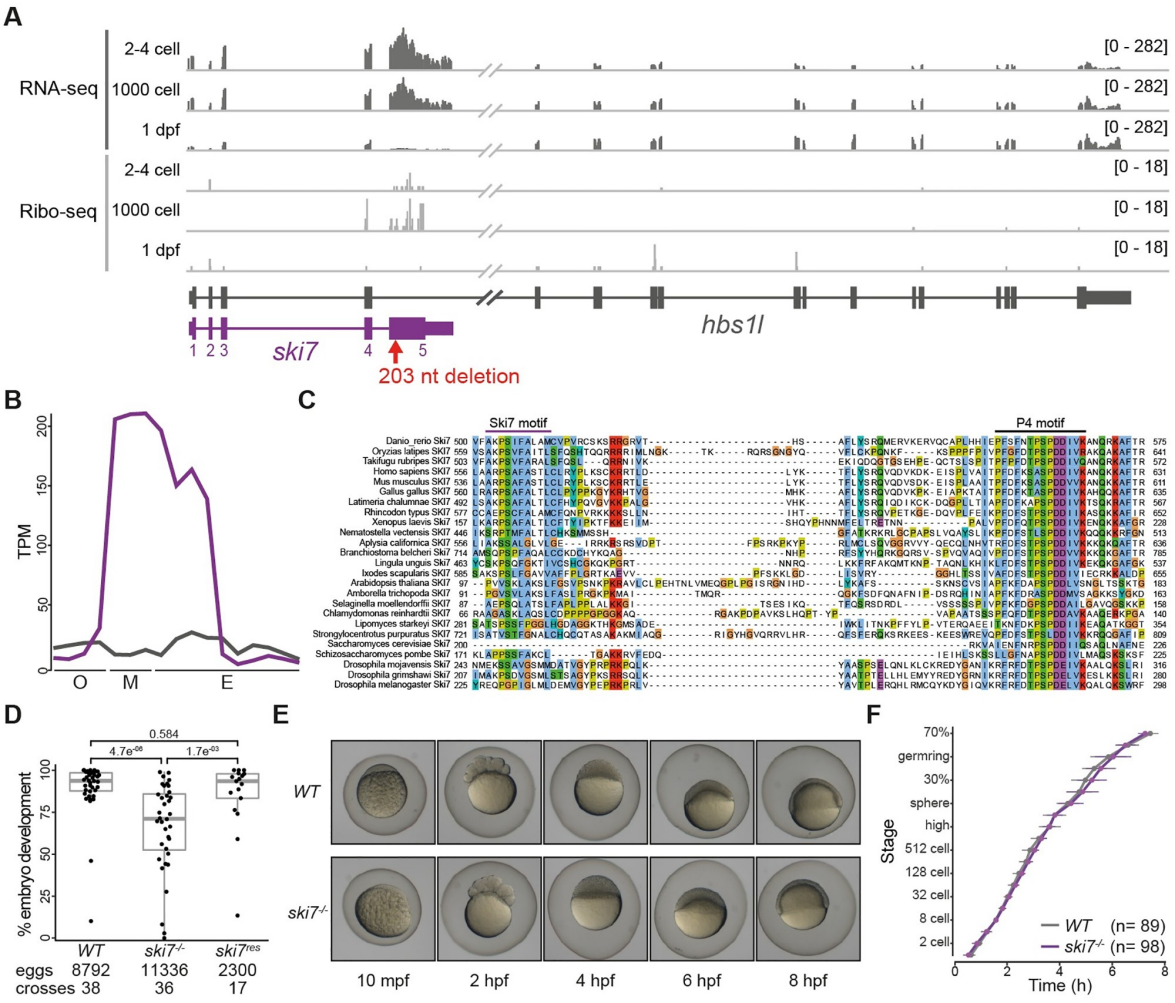
Ski7 mutant fish produce reduced numbers of developing offspring. (A) Expression profile of the *hbs1l* (gray)/*ski7* (purple) locus during embryogenesis. *Ski7* is highly expressed in the early embryo. RNA-seq is shown in dark gray and Ribo-seq in light gray; numbers in brackets indicate expression levels; the red arrow indicates the site of the *ski7* mutation. (B) *Ski7* mRNA peaks during the oocyte-to-embryo transition. Transcript-specific quantification of *ski7* (purple) and *hbs1l* (gray) RNA from polyA^+^ RNA-seq during oogenesis (O: oocyte stages I-IV), in mature eggs (M: unactivated, activated, fertilized) and during embryogenesis (E: 2–4 cell, 256 cell, 1000 cell, oblong, dome, shield, bud, 1 dpf, 2 dpf, 5 dpf [34]); TPM, transcripts per million. (C) Ski7 protein is highly conserved. Protein sequence alignment of the conserved C-terminus of Ski7 across different organisms. The two most conserved motifs, the Ski7-like motif and the Patch (P4)-like motif, are highlighted. (D) *Ski7*^*-/-*^ fish produce fewer embryos that develop. Number of embryos that progress beyond the one-cell stage of wild-type (*WT*), *ski7*^*-/-*^ and *ski7*^*res*^ (*ski7*^*-/-*^; *tg[actb2*:*ski7-GFP])* fish. Transgenic *ski7-GFP* rescues the decreased number of viable progeny observed in *ski7*^*-/-*^ fish. P-adjusted values from Kruskal-Wallis with Dunn’s multiple comparison test. (E) *Ski7*^*-/-*^ embryos develop normally. Representative images of *WT* and *ski7*^*-/-*^ embryos from 10 minutes post-fertilisation (mpf) to 8 hours post-fertilisation (hpf). (F) Quantification of embryo development in *WT* and *ski7*^*-/-*^ embryos. *Ski7*^*-/-*^ embryos that undergo cell cleavage develop at normal rate.

### *Ski7* mutants produce eggs of poor quality and fewer embryos that develop

To analyze the function of Ski7 *in vivo* in a vertebrate organism, we generated zebrafish lacking full-length Ski7 protein. To not interfere with Hbs1l expression, we targeted the beginning of the *ski7*-specific exon 5 using CRISPR/Cas9 (Figs 1A and S1C). We obtained mutant fish carrying a 203-nucleotide deletion (S1B and S1C Fig) resulting in a frameshift mutation after leucine 183 (full-length Ski7: 576 amino acids). This allele is predicted to generate a truncated Ski7 protein lacking both conserved Ski7-like and P4-like motifs (S1B Fig), while *hbs1l* mRNA levels were unaffected (S1C Fig). This mutant will hereafter be referred to as *ski7*^-/-^. 

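The reads counted on the *hbs1l* locus, which include those of the *ski7* transcript, were compared between wild type and *ski7*-/- mutants over the whole time course, since neither transcript could be measured alone from gene counts. Wild-type embryos rose from the 2-cell stage (E1) to 13.3 ± 3.81 CPM (SD, n = 3) at the 64-cell stage (E2), 16.9 ± 4.02 CPM at the 1000-cell stage (E3) and 17.6 ± 3.11 CPM at the sphere stage (E4). In *ski7*-/- mutants the locus averaged between 15.6 and 16.9 CPM in oocytes, 9.74 and 10.9 CPM in mature eggs and 7.63 and 21.3 CPM in embryos. Individual libraries of the mutants ranged from 12.7 to 19.8 CPM in oocytes, from 7.74 to 13.7 CPM in eggs and from 5.93 to 22.6 CPM in embryos. The corresponding wild-type libraries ranged from 15.1 to 29 CPM, from 3.35 to 15.3 CPM and from 6.03 to 21.4 CPM.
In polyA+ RNA the log2 fold change of *ski7*-/- mutants against wild type lay between -0.68 and -0.47 over the 4 stages of oogenesis, with adjusted p between 0.0618 and 0.28 (edgeR quasi-likelihood test, two-sided, standard errors between 0.23 and 0.24). In mature eggs it lay between 0.05 and 0.42, with adjusted p between 0.592 and 0.959 and a standard error of 0.51. Embryos gave log2 fold changes between 0.04 and 0.26, with adjusted p between 0.481 and 0.923. None of the 11 stages passed the threshold of 0.05, and the standard errors leave changes of their own size undetectable. At O2 the adjusted p fell under 0.05 with 4 of the alternatives, namely DESeq2's Wald test, a replicate block, the female as a random block in limma-voom and the removal of wild-type replicate 1. The sign of the log2 fold change was not stable in eggs and embryos, where it ranged over the alternatives from -0.15 to 0.77 in activated eggs, from -0.32 to 0.64 in fertilized eggs and from -0.31 to 0.19 at E1. It also changed sign at E2, from -0.08 to 0.31, and at E3, from -0.08 to 0.28, while at UNA and E4 it stayed positive.
In rRNA-depleted RNA the locus was lower in the mutants at O1, with a log2 fold change of -0.66 (edgeR, adjusted p = 0.00195), and at O2, with a log2 fold change of -0.69 (edgeR, adjusted p = 0.00179). None of the other 6 stages passed the threshold in these libraries, in which embryos gave log2 fold changes between 0.09 and 0.54. Every value here adds the deleted *ski7* splice variant to *hbs1l*, so a loss of *ski7* transcript and a change of *hbs1l* are not told apart. The paper states from the transcript values in S1C Fig that *hbs1l* mRNA levels were unaffected, and those transcript values were not analysed here.

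**Figure D1:**
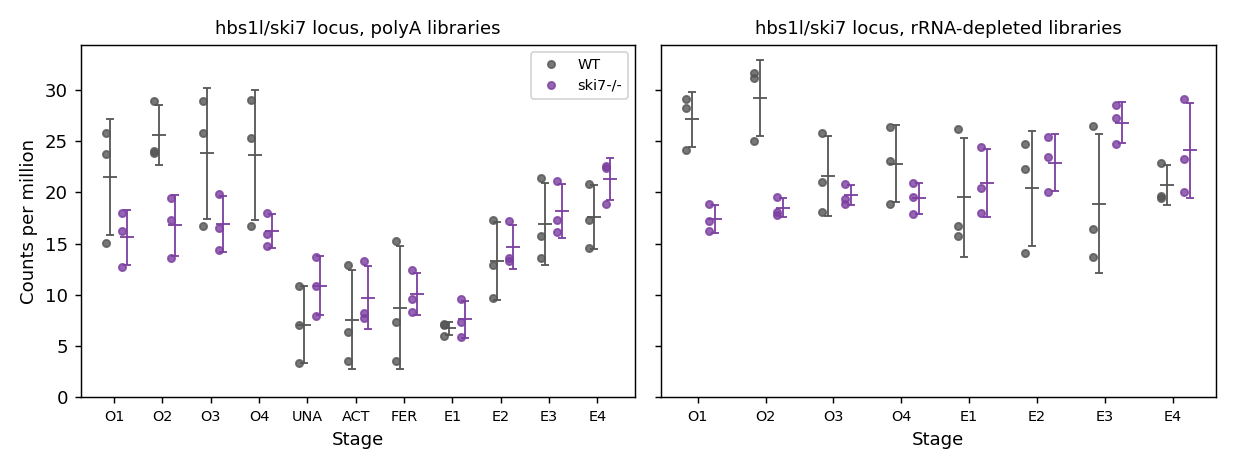
CPM of the *hbs1l* locus, *ski7* included, at each stage in polyA+ libraries (left) and rRNA-depleted libraries (right). Points are replicates, bars give the mean and SD of 3 replicates in wild type (grey) and *ski7*-/- mutants (purple), and the mature eggs have the lowest levels together with E1 in the polyA+ panel.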

*Ski7*^*-/-*^ adult fish were viable and lacked any overt morphological abnormalities (S2 Fig). However, we noticed that *ski7*^*-/-*^ mutant females tend to lay eggs of poor quality (opaque, deformed) (S3A Fig and S2 Table). In addition, a significant fraction of good quality eggs did not develop past the one-cell stage. This suggests that even eggs that looked morphologically normal at the time of laying had either already defects during oogenesis or were defective at the stage of fertilization or early development (Kruskal-Wallis with Dunn’s multiple comparisons test, p = 4.7e^-06^) (Fig 1D and S3 Table). Reciprocal crosses of *ski7*^*-/-*^ mutant fish with wild-type fish showed a more pronounced defect if Ski7 was lacking in the female as opposed to the male (66.13% and 81.3% average percentage of developing embryos, respectively) (S3B Fig and S3 Table), which suggests that Ski7 is mainly required from the side of the female. Notably, the poor egg quality and reduced number of developing embryos were rescued by expression of transgenic GFP-tagged Ski7 protein (Fig 1D and S3 Table). This confirms that the defects observed in the *ski7*^*-/-*^ fish were due to the lack of Ski7. However, *ski7*^*-/-*^ embryos that successfully underwent the first cell cleavages did not display any morphological defects or developmental delays during embryogenesis (Fig 1E and 1F and S4 Table) and developed into morphologically normal adult fish (S2 Fig). The poor egg quality and reduced number of developing embryos of *ski7*^-/-^ mutants combined with the lack of an overt developmental phenotype suggest that Ski7’s main function is during oogenesis and is important for organismal fitness during the oocyte-to-embryo transition.

### Zebrafish Ski7 interacts with the RNA exosome

Ski7 is known to interact with the cytoplasmic RNA exosome in yeast [16,27], plants [32], and human cells [24,25] via multiple interactions with the cap protein Csl4 by Ski7’s highly conserved P4-like motif. 

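Wild-type polyA+ libraries of oocytes and mature eggs were used to place the subunits of the cytoplasmic exosome among all genes that passed the expression filter, with levels in CPM after TMM scaling. Of the exosome genes, *exosc1*, *exosc2*, *exosc3*, *exosc4*, *exosc7*, *exosc8* and *exosc9* passed the filter of at least 10 CPM in at least 3 libraries in oogenesis. In mature eggs only *exosc2*, *exosc7*, *exosc8* and *exosc9* did, whereas *exosc5*, *exosc6* and *dis3l* stayed under the filter in each period. The median of the exosome genes was 94.5 CPM at O1 and 71.9 CPM at O4, against a median of 39.3 CPM over all genes tested at O1. At these stages the median exosome gene ranked at the percentiles 75.9 and 67.8 of the tested genes. In unactivated eggs the 4 remaining genes had a median of 56.6 CPM, at the percentile 57.6. These medians leave out the exosome genes under the filter, more of them in eggs, and so do not place the whole complex. Single subunits moved in different ways. *exosc7* (ENSDARG00000100060) stood at 127 ± 5.79 CPM (SD, n = 3) at O1 and at 118 ± 38.5 CPM in unactivated eggs, a difference within the spread of the egg replicates. *exosc9* (ENSDARG00000006392) went from 94.5 ± 6.82 CPM (SD, n = 3) to 7.46 ± 1.72 CPM over the same interval. Of the SKI complex, *skiv2l* (ENSDARG00000062206) went from 50.2 ± 1.56 CPM to 9.6 ± 3.67 CPM and *wdr61* (ENSDARG00000007755) from 64.4 ± 8.15 CPM to 16.1 ± 3.28 CPM, while *ttc37* could not be matched to a gene identifier. On the same scale the *hbs1l* locus, with *ski7*, ranked at the percentile 10.8 in unactivated eggs and at 37 at O2. The ratio of the locus to the median exosome gene that passed the filter was 0.247 at O1, over 7 genes, and 0.137 in unactivated eggs, over 4. Resting on different sets of genes, the ratios do not show a change between these stages. These values are counts per gene without correction for transcript length, so ranks between genes also carry differences in length. The falls into the egg are from polyA+ RNA alone. In wild-type embryos the lowest stage means of *exosc9*, *skiv2l* and *wdr61* were 18.3, 12.3 and 21.1 CPM in polyA+ RNA. In rRNA-depleted RNA they were 67.3, 70 and 40.4 CPM. A lower capture by polyA selection is therefore not told apart from a fall of RNA.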

Transcriptomic analyses revealed that components of the zebrafish exosome are relatively lowly expressed during the oocyte-to-embryo transition (Fig 2A), leaving it unclear whether zebrafish Ski7 can interact with the exosome during this time frame. To determine whether the interaction of Ski7 with the exosome via the P4-like motif was conserved in zebrafish embryos, we conducted pull-down experiments using an *in vitro* synthesized, biotinylated zebrafish Ski7-P4-like peptide. Incubation of the peptide with early zebrafish embryo lysate followed by shot-gun mass spectrometry identified 7 out of 10 core components of the cytoplasmic exosome as top enriched Ski7-P4-like-interacting proteins (Fig 2B and S5 Table). These results suggest that zebrafish Ski7 is able to interact with the exosome in early embryos via its P4-like motif.

**Fig 2:**
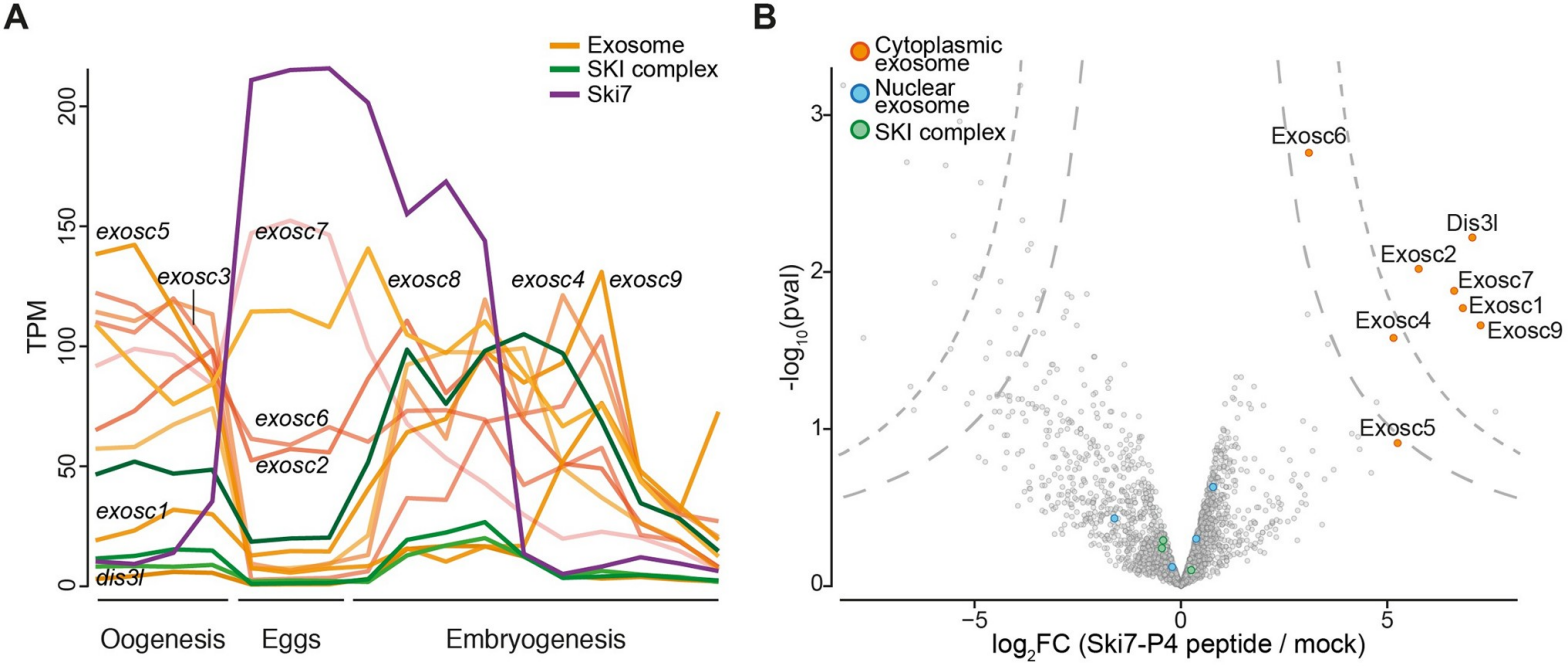
Zebrafish Ski7 interacts with the cytoplasmic exosome. (A) mRNA expression levels of *ski7* (purple), subunits of the cytoplasmic RNA exosome (orange) and the SKI complex (green). PolyA^+^ RNA-seq during oogenesis (oocyte stages I-IV), mature eggs (unactivated, activated, fertilized) and embryogenesis (2–4 cell, 256 cell, 1000 cell, oblong, dome, shield, bud, 1 dpf, 2 dpf, 5 dpf [34]); TPM, transcripts per million. (B) Ski7 associates with the cytoplasmic exosome in early embryos. Volcano plot of Ski7-P4-like peptide-interacting proteins from wild-type zebrafish embryo lysates (128-512-cell stage) identified by mass spectrometry. Subunits of the cytoplasmic exosome (orange) are enriched, while nuclear exosome auxiliary factors (blue) and the SKI complex (green) are not enriched.

### Ski7 regulates transcript expression during the oocyte-to-embryo transition

As a first step towards characterizing Ski7’s regulatory role during the oocyte-to-embryo transition, we compared the transcriptomes of wild type and *ski7*^*-/-*^ mutants using RNA sequencing. Given that zebrafish Ski7 can interact with the cytoplasmic exosome (Fig 2B), mRNAs degraded in a Ski7-dependent manner were expected to be stabilized in *ski7*^-/-^ mutants. To identify putative Ski7-dependent mRNA targets, polyA^+^ RNA was isolated at eleven time points spanning the oocyte-to-embryo transition (period 1: oogenesis (O1 = I, O2 = II, O3 = III, O4 = IV & V [37,38]), period 2: mature eggs (UNA = unactivated, ACT = activated, FER = fertilized), and period 3: embryogenesis (E1 = 2-cell, E2 = 64-cell, E3 = 1000-cell, E4 = sphere) (Fig 3A and S6 Table). 

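For each period, RNA came from 3 replicates of wild type and 3 of *ski7*-/- mutants at every stage. Oocytes of the stages O1 to O4 were sorted by size and opacity from the ovaries of 3 females per genotype, and the unactivated, activated and fertilized eggs of a replicate came from the same female. Libraries of 1 replicate within these periods therefore share an animal and are not independent of each other. The time course holds 66 polyA+ libraries, and 48 libraries made by depletion of ribosomal RNA cover oogenesis and embryogenesis. The authors trimmed the reads, aligned them with HISAT2 to the zebrafish genome and deposited the number of uniquely aligned reads that HTSeq counted on each gene. These counts were used as deposited, without removal of any library. Between 2910639 and 145420525 reads per polyA+ library were counted on genes, with a median of 9182535. The smallest share that 3 reads can show was between 0.0206 and 1.03 CPM, depending on the library. In rRNA-depleted libraries the total lay between 1439427 and 46600444 reads with a median of 4649868, and 3 reads correspond to between 0.0644 and 2.08 CPM. Median depth differed between the groups, with 10499849 reads in wild-type and 7786947.5 reads in *ski7*-/- embryos of the polyA+ series, but 7180911 and 8298269 reads in oocytes and 10926752 and 11503218 reads in eggs. In rRNA-depleted RNA it was 8542499.5 and 5436943.5 reads in oocytes and 3376997.5 and 4274547 reads in embryos. These floors cover counting error only, since reads amplified by PCR are not independent molecules.
Each period and library type was fitted separately in edgeR, as the paper's methods describe, with TMM scaling and 1 mean per genotype and stage. Genes with at least 10 CPM in at least 3 libraries of the period were tested, which left 9621 genes in oogenesis, 7224 in mature eggs and 9232 in embryogenesis for polyA+ RNA. In rRNA-depleted RNA 10158 genes were tested in oogenesis and 9917 in embryogenesis. *ski7*-/- mutants were compared with wild type at each stage by the quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment over the genes of that stage, and DEGs are genes with an adjusted p under 0.05. The paper's text names edgeR but not which of its tests was used. In simulated data with 200 changed genes this test recovered between 46.2% and 48.2% of those that passed the filter in oogenesis and between 29.1% and 37.6% in mature eggs. Between 0% and 4.08% of the genes called in simulated oogenesis, and between 3.08% and 13.4% of those called in simulated eggs, were false. The simulated libraries were drawn independently of each other. Residuals of real libraries of the same replicate correlated across stages, by 0.575 in oogenesis and 0.754 in eggs. PolyA+ embryogenesis was not simulated. These rates therefore do not give the error of the real calls.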

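Counts of the 66 polyA+ libraries were transformed with DESeq2's regularized logarithm, and the 1000 most variable genes entered the principal component analysis. PC1 carried 70.97% of the variance and PC2 9.001%. Over these genes the 11 stages accounted for 85.5% of the total variance and the 3 periods alone for 75.7%. Genotype accounted for 2.74% of the total variance, and for 18.9% of the variance that remained within stages. The 6 replicate sets (3 wild-type and 3 *ski7*-/-) can be divided 3 against 3 in 10 ways, of which the division by genotype accounted for the largest share of the variance within stages and the next one for 5.23% of it (exact permutation test, two-sided, p = 0.1, the smallest p this design allows). With other numbers of genes or another transformation, PC1 carried between 65.72% and 76.63% and PC2 between 7.568% and 14.31%.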

Principal component analysis (PCA) of transcript expression levels of wild type and *ski7*^*-/-*^ mutants across this time series revealed that samples clustered primarily by developmental period (oogenesis vs. embryogenesis (PC1)) and time (early vs. late (PC2)) and not by genotype (Fig 3B). Due to the known large-scale gene expression changes between oogenesis and embryogenesis, we suspected that subtler differences between wild-type and *ski7*^*-/-*^ mutant transcriptomes might be masked. To address this, we performed PCA for each of the three periods separately. This analysis revealed a clear separation by genotype for each period (Fig 3C), which suggests that *ski7*^-/-^ mutants indeed differ in their transcriptomes from wild types during the oocyte-to-embryo transition.

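When oogenesis was analysed on its own, PC1 carried 44.25% and PC2 26.18% of the variance, and genotype accounted for 95.4% of the spread along PC2. Genotype explained 51.3% of the variance within stages of oogenesis, against 13.8% for the next of the other divisions of the 6 replicate sets. Mature eggs gave 45.91% on PC1 and 21.24% on PC2, with genotype accounting for 97.7% of the spread along PC1 and 49.1% of the variance within stages. The next division there explained 17.1%. In embryogenesis PC1 carried 54.06% and PC2 23.6% of the variance, and genotype accounted for 95.9% of the spread along PC2. Within stages of embryogenesis genotype explained 56.3% of the variance and the next division 15%. In each of the 3 periods the division by genotype explained the most of the 10 divisions (exact permutation test, two-sided, p = 0.1 in each period, the smallest p that 3 replicate sets against 3 allow). Libraries of a replicate can come from 1 female, so the replicate sets rather than the single libraries were exchanged. With 500 genes in place of 1000, PC1 of embryogenesis carried 49.54% and PC2 26.95%, and with 5000 genes they carried 58.23% and 19.5%. From the separation by genotype within each period, the paper proposes that the transcriptomes of *ski7*-/- mutants differ from those of wild types during the oocyte-to-embryo transition.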

**Fig 3:**
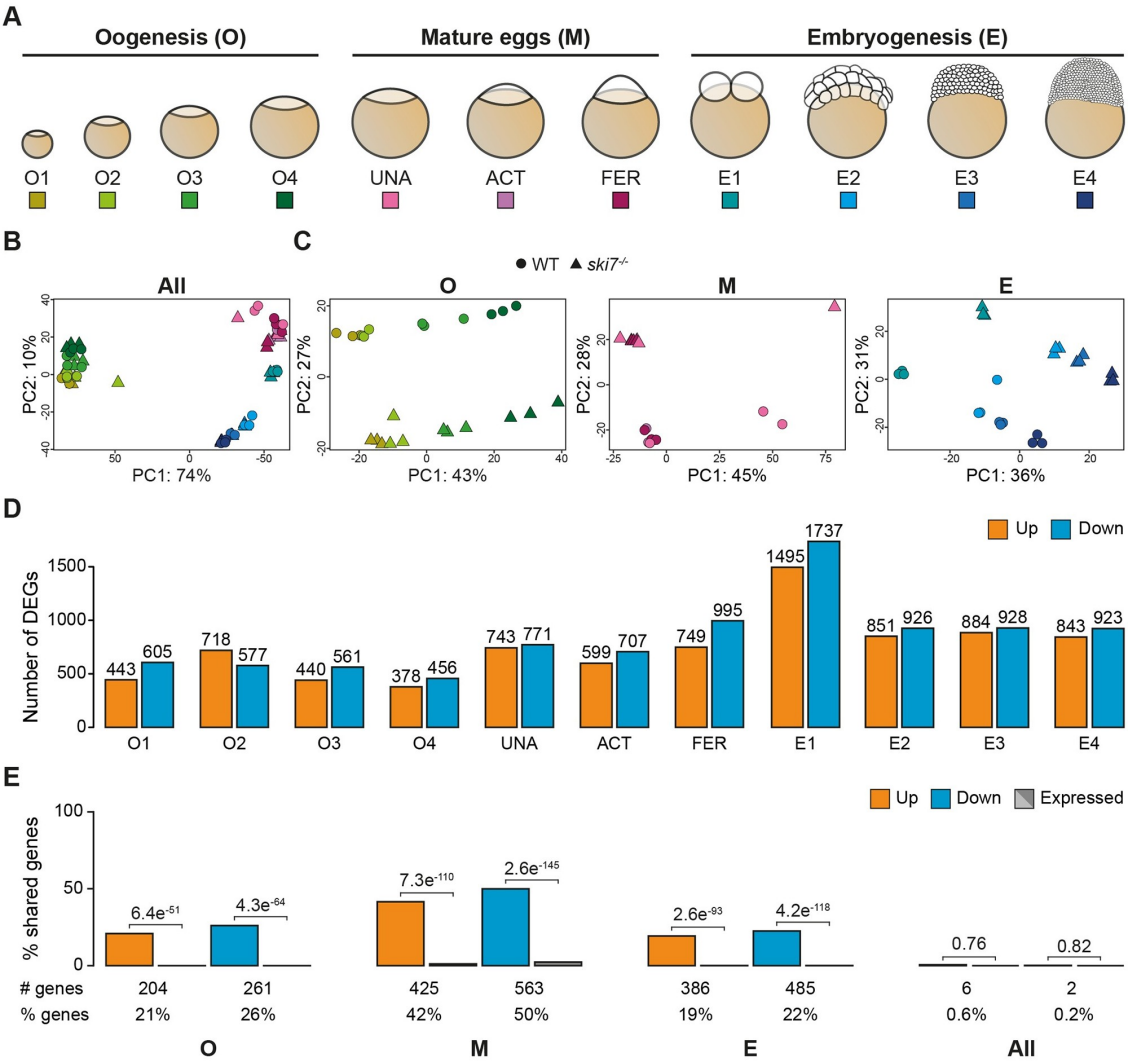
Ski7 modulates the transcriptome during the oocyte-to-embryo transition. (A) Schematic representation of the stages used for RNA-seq during three consecutive developmental periods: oogenesis, mature eggs and embryogenesis. (B, C) Principal Component Analyses (PCA) of all time points (B) or individual periods (C) used for the polyA+ RNA-seq comparison of *WT* (circle) and *ski7*^-/-^ (triangle). (B) Samples show clustering by developmental time. (C) Samples within each period (oogenesis, mature eggs, and embryogenesis) are separated by time and genotype. The colour code corresponds to the different stages from Fig 3A. (D) Differentially expressed genes (DEGs) identified per stage based on polyA+ RNA-Seq data (orange: up-regulated in *ski7*^-/-^ mutants; blue: down-regulated in *ski7*^-/-^ mutants). (E) Percentage of shared DEGs (orange: up-regulated; blue: down-regulated) and expression-matched unchanged genes in wild type (gray) per period (oogenesis, eggs, embryogenesis) and during the full time-course (All). P-values from Pearson’s chi-squared test with Yates continuity correction from comparison of the number of up- or down-regulated genes versus expression-matched genes.

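Between wild type and *ski7*-/- mutants, 395 genes were up-regulated and 387 down-regulated at O1, 723 and 406 at O2, 366 and 376 at O3, and 278 and 342 at O4 in polyA+ RNA (edgeR quasi-likelihood test, adjusted p under 0.05). Merged over the 4 stages these were 1555 DEGs in oogenesis. In mature eggs 652 genes were up-regulated and 678 down-regulated before activation, 552 and 536 after activation, and 656 and 777 after fertilization, 1706 DEGs together. Embryos gave the most, with 1286 genes up-regulated and 1315 down-regulated at E1, 706 and 715 at E2, 662 and 704 at E3, and 656 and 728 at E4, or 3233 DEGs in embryogenesis. Fitting each stage alone, with 6 libraries, moved these counts most in eggs and embryos, to 550 and 1895 DEGs, and gave 881 in oogenesis. In these fits 49.6%, 31.7% and 54.6% of the DEGs of oogenesis, mature eggs and embryogenesis were still called. Leaving out 1 replicate of a genotype gave between 771 and 1798 DEGs in oogenesis, between 753 and 2161 in mature eggs and between 2345 and 2792 in embryogenesis. A filter of at least 1 CPM in place of 10 CPM raised the counts to 2070, 2036 and 4211, and DESeq2's Wald test raised them to 2125, 2286 and 3746.

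**Figure D2:**
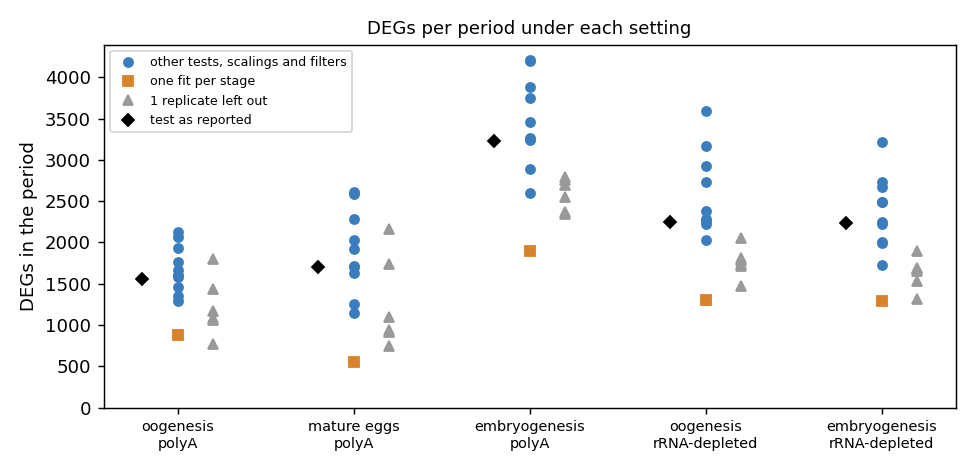
Number of DEGs per period in polyA+ RNA under each setting. Circles stand for other tests, scalings and filters, the square for 1 fit per stage, triangles for fits without 1 replicate and the diamond for the test as reported, at 1555, 1706 and 3233 DEGs.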

Analysis of differentially expressed genes (DEGs) between wild-type and *ski7*^*-/-*^ mutants identified 1942, 2151, and 4155 DEGs (FDR ≤ 0.05) during oogenesis, in eggs, and during embryogenesis, respectively (Fig 3D and S7–S11 Tables). Similarly, analysis of rRNA depleted (rRNA-) samples during oogenesis and embryogenesis identified 2791 and 2482 DEGs (FDR ≤ 0.05), respectively (S4A Fig and S7–S11 Tables). 

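The rRNA-depleted libraries gave 2242 DEGs in oogenesis and 2235 in embryogenesis with the same test. Per stage, 746 genes were up-regulated and 905 down-regulated at O1, 624 and 707 at O2, 498 and 606 at O3, and 551 and 617 at O4. In embryos the up- and down-regulated genes numbered 567 and 587 at E1, 514 and 571 at E2, 732 and 719 at E3, and 565 and 637 at E4. The embryonic stage with the most DEGs in rRNA-depleted RNA was E3, and in polyA+ RNA it was E1. With the female as a random block in limma-voom E3 had the most in polyA+ RNA as well (2605, against 2526 at E1), and so it did with 1 fit per stage (1184 against 1156). In embryos the replicate set stood for the female, since the paper does not say that the stages of a replicate share a clutch. Counts thinned to the smallest library of the period gave 1303 DEGs in oogenesis, and the female as a random block gave 3596, the largest count over the alternatives.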

Around one third of DEGs was identified by both mRNA enrichment methods (S4B Fig), and gene expression differences between wild type and *ski7*^*-/-*^ mutants showed overall high correlation (S5 Fig). 

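In oogenesis 979 of the 2818 genes called in either library type were called in both, 34.7% of this union, which is 63.0% of the polyA+ DEGs and 43.7% of the rRNA-depleted DEGs. In embryogenesis 1443 of 4025 genes were called in both, 35.9% of the union, or 44.6% of the polyA+ and 64.6% of the rRNA-depleted DEGs. Spearman's rho of the log2 fold changes between library types, across the polyA+ DEGs of a stage, was 0.965 at O1, 0.89 at O2, 0.951 at O3 and 0.953 at O4. In embryos rho was 0.827 at E1, 0.919 at E2, 0.928 at E3 and 0.958 at E4. Across all genes tested in both library types rho was lower, between 0.659 at E1 and 0.835 at O1. These correlations are across genes, which are not independent replicates, and the genes of the first set were chosen for their change in one of the 2 measurements. The paper does not describe separate collections of fish for the 2 library types, which may share the same RNA. Their agreement is therefore not an independent replication of a genotype effect. Of the polyA+ DEGs, 96.7% in oogenesis and 91.1% in embryogenesis changed in the same direction in rRNA-depleted RNA. Genes called in both library types with opposite directions numbered 16 at E1 and between 1 and 3 at each of the other stages. Restricted to genes that passed the filter in both library types, the shared part of the union was 38.5% in oogenesis and 37.9% in embryogenesis.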

Due to the consistent results between both mRNA enrichment methods, but the more comprehensive data set obtained from polyA^+^ RNA spanning also the mature egg stages, we decided to focus our downstream analyses on the DEGs identified by polyA^+^ RNA-Seq.

Comparison of the overlap of identified DEGs revealed a significant overlap of DEGs between individual time points within each period (19%-50%) compared to randomly selected, expression-matched unchanged genes (Figs 3E and S6A). This indicates that there is a core set of genes that are targeted by Ski7 during each period. However, DEGs shared amongst all three periods were rare, making DEGs largely period-specific (0.6% and 0.2% overlap of up- or down-regulated genes, respectively) (Figs 3E and S6B).

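Shared period DEGs are genes called in the same direction at every stage of a period, given here as a percentage of all genes called in that direction at any stage. In oogenesis 169 of 910 up-regulated genes (18.6%) and 181 of 645 down-regulated genes (28.1%) were shared. In mature eggs these were 421 of 826 (51.0%) and 461 of 880 (52.4%), and in embryogenesis 320 of 1625 (19.7%) and 385 of 1613 (23.9%). Unchanged genes matched to the DEGs of each stage in 20 bins of wild-type CPM, as the median of 100 draws, shared 0% in oogenesis in both directions. The matched genes shared 2.6% and 5.74% in eggs, and 0.163% and 0.0706% in embryos, for up- and down-regulated genes in turn. Pearson's chi-squared test with Yates correction gave p = 2.86e-68 and p = 4.77e-94 in oogenesis, p = 1.89e-140 and p = 2.81e-148 in eggs, and p = 2.27e-112 and p = 1.02e-160 in embryos. Genes are not independent replicates in this test, and stages of a period share females, which matched draws taken at each stage separately do not reproduce. Calling each stage in its own fit lowered the shared part to between 6.97% and 9.15% in oogenesis and embryogenesis, and to 39.4% and 43.0% in mature eggs. Without 1 replicate it ranged in oogenesis from 9.46% to 32.2% for up-regulated and from 17.6% to 37.5% for down-regulated genes. In eggs these ranges were 41.6% to 56.6% and 48.6% to 59.3%, and in embryos 14.1% to 27.5% and 17.6% to 24.7%.
The shared DEGs with the largest mean absolute log2 fold change, among those whose 3 mutant replicates all lay on the same side of the 3 wild-type replicates at each stage, were mostly genes with almost no reads in one genotype. In oogenesis the up-regulated ones were *dok1a* (ENSDARG00000078108) and *cyp2x7* (ENSDARG00000044002), each with 3 reads or fewer in every wild-type library. Against that floor *dok1a* was at least 26-fold to at least 49.2-fold higher in the mutants and *cyp2x7* at least 25.3-fold to at least 48.9-fold, though single mutant libraries of *cyp2x7* spread from 0.352 to 44 CPM. The down-regulated ones were ENSDARG00000070714, at least 545-fold to at least 760-fold lower, and si:ch211-11i5.3 (ENSDARG00000097581), at least 55.8-fold to at least 120-fold lower. In mature eggs *akap12a* (ENSDARG00000091792) was at least 22.5-fold higher in the mutants at 2 of 3 stages. *ftr19* (ENSDARG00000094131) had log2 fold changes between 5.44 and 6.03 in eggs (edgeR, standard errors between 1.04 and 1.08, adjusted p between 0.00165 and 0.00283). There si:ch1073-190k2.1 (ENSDARG00000097973) was at least 1.17e+03-fold lower and *cyp2x7* at least 136-fold lower, the opposite of its direction in oogenesis. In embryos *cirop* (ENSDARG00000098915) was at least 28-fold higher at 3 of 4 stages, and ENSDARG00000097414 had log2 fold changes between 6.33 and 7.41 with standard errors between 0.30 and 0.32. The largest decreases in embryos were again si:ch1073-190k2.1, at least 218-fold, and si:dkey-81e3.2 (ENSDARG00000097406), at least 9.08-fold. In oogenesis, by contrast, si:ch1073-190k2.1 was up-regulated, with log2 fold changes between 1.27 and 1.53. From the overlap within periods, the paper concludes that a core set of genes is targeted by Ski7 during each period.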

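Of the 832 up-regulated genes shared within at least 1 period, 6 were shared in all 3 periods (0.721%), and of the 916 down-regulated ones, 1 was (0.109%). Matched unchanged genes shared 0 of 35 and 0 of 88, and the chi-squared test gave p = 1 in both directions. With so few matched genes and shares under 1% this test could not have found more sharing than in matched genes. The 6 up-regulated genes were *rnf114*, *IGF2BP3*, *DNAJC11*, *sgk1*, *entpd5b* and *KYAT3*, and the down-regulated gene was *GMFB* (ENSDARG00000028327). All 7 were named after their values were seen. The log2 fold change of *GMFB* was between -2.71 and -2.10 in oogenesis, between -1.13 and -1.08 in mature eggs and between -0.55 and -0.44 in embryogenesis (edgeR, adjusted p between 0.000891 and 0.0137 over the 11 stages). The percentage of down-regulated genes rests on this 1 gene. It ranged from 0% to 1.35% over the alternatives, the highest with calls at 1 or more stages of each period, a wider definition. The percentage of up-regulated genes ranged from 0% to 1.6%, the highest with the same wider definition. It was 0 of 518 without ski7 replicate 2, 0 of 531 without ski7 replicate 3 and 0 of 184 with a fit per stage. The 6 up-regulated genes therefore depend on single mutant replicates. Requiring a call at only 2 or more stages of each period gave 0.86% of up-regulated and 0.977% of down-regulated genes, against 0 of 859 and 0 of 1052 matched genes (chi-squared test, p = 0.0145 and p = 0.00309). A call in 1 period and none in another is not a tested difference between periods.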

Overall, our results identified a higher than expected overlap of DEGs within periods, but little overall between periods. One possible reason for the sparsity of shared DEGs in *ski7*^*-/-*^ mutants across the oocyte-to-embryo transition is that DEGs might be specifically enriched for genes that are exclusively expressed at a specific time period in wild types. Alternatively, DEGs may be expressed during more than one time period in wild types, but only differentially regulated during a defined time in *ski7*^*-/-*^ mutants. To distinguish between these two possibilities, we assessed the wild-type expression dynamics of each DEG over time. We found that between 68% and 99% of Ski7 targets mis-regulated during only one period were expressed during more than one period (S7A and S7B Fig). In addition, when we compared DEGs from a specific period against unchanged genes from the other two periods, we observed that between 8% and 39% of DEGs were considered as unchanged (FDR > 0.05; 0.8 < FC < 1.2) (S8A and S8B Fig). This suggests that a subset of DEGs arise due to time-specific regulation by Ski7.

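Of the genes shared within 1 period only, 71.7% of the up-regulated (104 of 145) and 65.1% of the down-regulated ones (97 of 149) in oogenesis were expressed in 2 or more periods in wild type. Expressed means at least 10 CPM in at least 3 wild-type libraries of a period. In mature eggs these shares were 82.6% (284 of 344) and 98.0% (345 of 352), and in embryogenesis 71.5% (176 of 246) and 89.7% (253 of 282). Pooled over the periods, 1259 of 1518 genes were expressed in more than 1 period, or 82.9% (95% Wilson confidence interval from 81.0% to 84.7%, which treats genes as independent). Without any filter on the tested genes the pooled share was lowest, at 62.5%, and with genes tested only where wild type passed the filter it was highest, at 91.3%.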

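Shared period DEGs were then looked up in the other periods, where unchanged means an adjusted p over 0.05 and a fold change between 0.8 and 1.2 at every stage of that period. In oogenesis 53 of 169 up-regulated genes (31.4%) and 21 of 181 down-regulated genes (11.6%) were unchanged in at least 1 other period. Among the DEGs of mature eggs, 166 of 421 (39.4%) and 203 of 461 (44.0%) were. Embryogenesis gave 95 of 320 (29.7%) and 130 of 385 (33.8%). Pooled over periods and directions, so that a gene shared in several periods counts in each, 668 of 1937 were unchanged elsewhere, 34.5% (95% Wilson confidence interval from 32.4% to 36.6%, which treats them as independent). The remaining ones were not tested in another period, were called there, or changed there by more than these limits without a call. Testing without a filter moved the pooled share most, to 22.2%, and a fit per stage lowered it to 25.2%. From the share of DEGs that are unchanged in other periods, the paper proposes that a subset of DEGs arises through time-specific regulation by Ski7.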

### Ski7 targets lowly expressed mRNAs for 3’-to-5’ degradation

Analysis of the expression levels of DEGs in wild types revealed that genes upregulated in *ski7*^*-/-*^ mutants were more lowly expressed in wild types than downregulated and unchanged genes (Fig 4A). This characteristic was consistently observed at each time point during the oocyte-to-embryo transition, which indicates that Ski7 normally targets transcripts with low steady-state levels for RNA degradation. 

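Wild-type levels were compared across genes at each stage as the mean CPM of the 3 wild-type libraries, relative to library size and without TMM scaling. CPM stood in for TPM per gene because transcripts could not be assigned to genes. Alternatives for the scaling change which genes are called, not these levels. The median of up-regulated genes was 19.2 CPM at O1 against 53.9 CPM for unchanged genes, 28.3 against 56.8 CPM at O2, 20.6 against 58.3 CPM at O3 and 16.4 against 57.7 CPM at O4. In unactivated, activated and fertilized eggs the medians were 13.6 against 59.1 CPM, 13.1 against 61.9 CPM and 13.1 against 58.7 CPM. In embryos they were 12.6 against 47.6 CPM at E1, 21.6 against 67.8 CPM at E2, 24.6 against 73.0 CPM at E3 and 24.3 against 74.9 CPM at E4. The rank-biserial effect, which is -1 when every up-regulated gene lies below every unchanged gene and 0 when neither group is higher, was between -0.603 and -0.322 over the 11 stages. Wilcoxon's rank-sum test, two-sided, gave p between 4.74e-126 and 9.76e-44, where genes are counted although they are not independent replicates. Down-regulated genes were lower than unchanged genes in oogenesis as well, with medians between 34.2 and 41.8 CPM and effects between -0.239 and -0.107. At E1 they were higher, with a median of 75.2 CPM and an effect of 0.167 (Wilcoxon, n = 1315, p = 6.5e-20). At E2 the effect was 0.015 (n = 715, p = 0.517), and at E3 and E4 it was -0.082 (n = 704, p = 0.000398) and -0.12 (n = 728, p = 1.46e-07).
The filter moved this result most. The mean effect of up-regulated genes over the stages was -0.472, and without a filter it was 0.013, with 4 of the 11 stages still showing lower levels of up-regulated genes. Without a filter between 22031 and 24365 genes per period were tested. Genes with almost no reads at a stage can then count as unchanged, which lowers the level of that group. With a filter of at least 1 CPM the mean effect was -0.423, and up-regulated genes were lower at 11 of 11 stages. With genes tested only where at least 3 wild-type libraries reached 10 CPM it was -0.318, and up-regulated genes were lower at 11 of 11 stages. When the mean of both genotypes stood in for the wild-type level, the mean effect was -0.309. From the low levels at each time point, the paper concludes that Ski7 normally targets transcripts with low steady-state levels for RNA degradation.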

For still unclear reasons we also found that in the mature egg down-regulated genes were more highly expressed in wild types (Fig 4A).

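In unactivated eggs the median wild-type level of down-regulated genes was 149 CPM, and the rank-biserial effect against unchanged genes was 0.319 (Wilcoxon's rank-sum test across genes, two-sided, n = 678, p = 9.05e-38). Activated eggs gave 113 CPM with an effect of 0.235 (Wilcoxon, n = 536, p = 6.47e-18), and fertilized eggs 174 CPM with an effect of 0.346 (Wilcoxon, n = 777, p = 8.02e-49). The mean effect over the 3 egg stages was 0.3. With calls made under DESeq2's size factors in place of TMM it was 0.318. With calls made under library size only, which does not correct for composition, it was 0.040, and down-regulated genes were higher at 1 of the 3 stages. Without a filter, where genes with almost no reads can count as unchanged, it rose to 0.578.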

**Fig 4:**
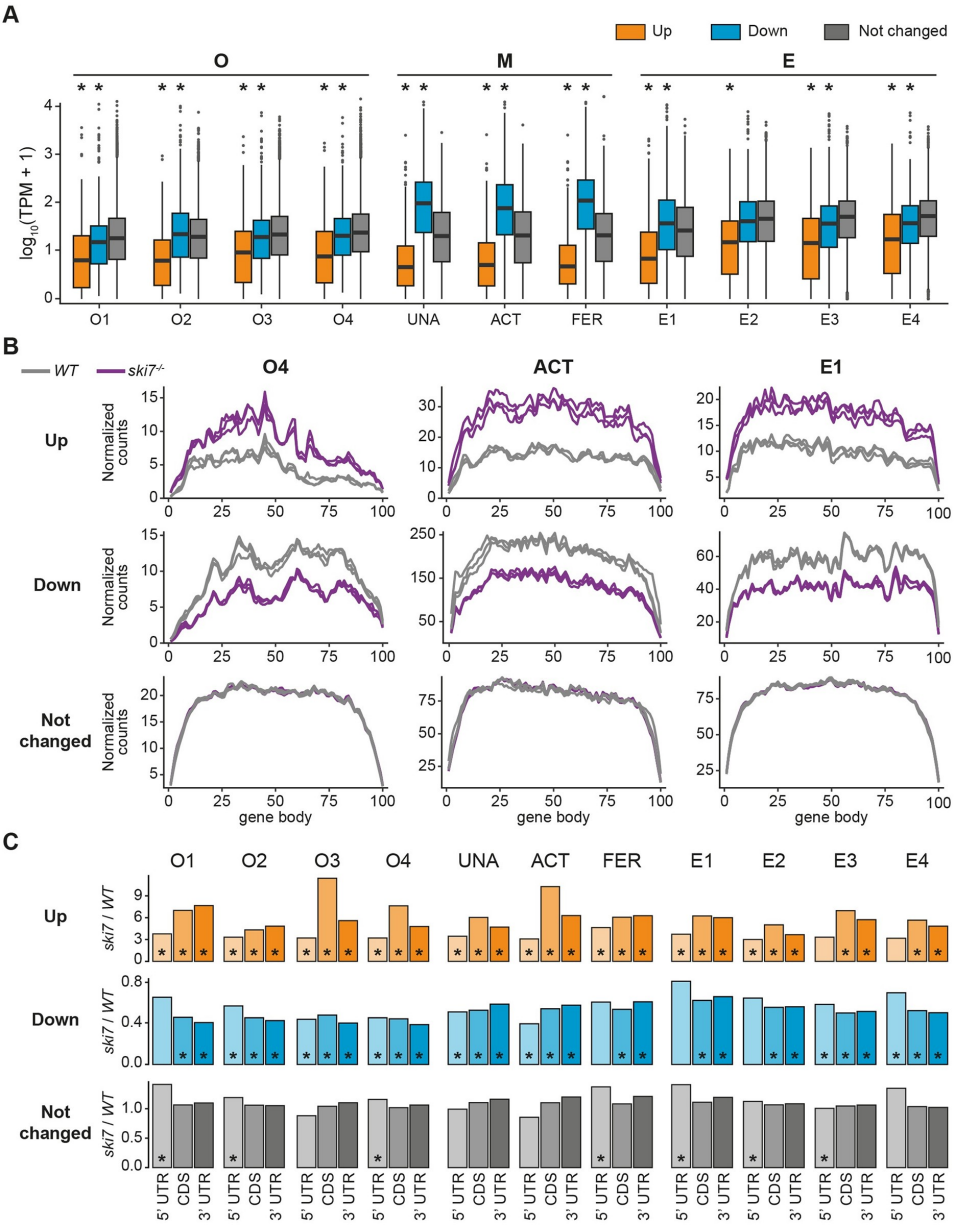
Genes overexpressed in the *ski7* mutants are lowly expressed. (A) Genes up-regulated in the absence of Ski7 show low expression levels in wild type. Expression levels of DEGs in wild type for every stage of the time course, as measured by transcripts per million (TPM). * indicates p-value < 0.01 from Wilcoxon test in comparison to unchanged genes. (B) Metagene profiles of up-regulated (top), down-regulated (middle), and unchanged genes (bottom) of wild type and *ski7*^*-/-*^ mutants at a representative stage for each period during the oocyte-to-embryo transition (oogenesis = O4, mature eggs = activated eggs, embryogenesis = E1). *WT*, gray; *ski7*^*-/-*^, purple. (C) Up-regulated genes have higher read density towards their 3’ end. Ratio of read density of *ski7*^*-/-*^/*WT* per gene body region (5’ UTR, CDS, 3’ UTR) for all stages covered in this study. * p-value < 0.05; Wilcoxon test of read density of *ski7*^*-/-*^ vs. read density of *WT* per region.

To address whether Ski7 targets differ in their read distributions along gene bodies in wild type versus *ski7*^*-/-*^ mutants, we analyzed metagene profiles of up- and downregulated genes as well as unchanged genes for each period. We focused our analyses on the group of shared DEGs within each period (hereafter referred to as ‘shared period DEGs’) as they contain the most confidently identified Ski7-regulated genes per time-window. As expected, metagene profiles from unchanged genes showed no differences between wild types and *ski7*^*-/-*^ mutants (Figs 4B and S9, and S12 Table). Additionally, consistent with genes being up- or downregulated in *ski7*^*-/-*^ mutants, *ski7*^*-/-*^ profiles displayed overall higher or lower read coverage compared to wild-type profiles, respectively (Figs 4B and S9, and S12 Table). Although this effect was observed across the full transcript, comparison of read densities across individual transcript regions (5’ UTR, coding sequence (CDS), 3’ UTR) revealed a relative enrichment of reads in the CDS and 3’ UTR compared to the 5’ UTR for up-regulated genes (Fig 4C). This bias towards the 3’ end of up-regulated transcripts supports the idea that zebrafish Ski7 acts similarly to yeast Ski7 in contributing to 3’-to-5’ mRNA degradation.

### Ski7 targets transcripts with diverse features

It has been previously shown that inherent RNA properties, such as transcript and polyA-tail length, codon usage and RNA structure influence RNA stability [39–42]. To investigate whether Ski7 targets share specific transcript features that make them prone for Ski7-dependent regulation, we assessed whether shared period DEGs differ in their intrinsic transcript properties compared to unchanged genes. We observed minor yet significant differences in gene length between the two groups. Genes down-regulated during oogenesis were overall shorter than unchanged genes, while genes up-regulated during the same period were longer (Kolmogorov-Smirnov p = 1.7e^-07^ & 0.003, for down- and up-regulated genes respectively) (S10A Fig and S13A Table). This difference could be attributed largely to the CDSes and 3’ UTRs for down-regulated genes (S10B Fig and S13C and S13D Table) and to the longer 5’ and 3’ UTRs for up-regulated genes (S10B Fig and S13B and S13D Table). Additionally, we also observed significantly shorter 3’ UTRs in up-regulated genes during embryogenesis (S10B Fig and S13D Table). In addition, to determine possible differences in the usage of synonymous codons, we calculated the codon adaptation index (CAI) [43] of the coding sequences of DEGs and unchanged genes. Genes up-regulated during oogenesis showed a lower CAI than down-regulated or unchanged genes (Kolmogorov-Smirnov, p = 0.004) (S11 Fig and S14 Table). This indicates an enrichment of rare codons in genes degraded in a Ski7-dependent manner in the female germline.

### Absence of Ski7 confers increased resistance to reductive stress

To determine whether Ski7-dependent mis-regulation of transcripts might result in an imbalance at the protein level, we performed tandem mass tag mass spectrometry (TMT-MS) with wild-type and *ski7*^*-/-*^ embryos at four hours post-fertilization. 

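Protein log2 fold changes were taken from the part of S15 Table that was at hand, with 1989 proteins that had values. Of these, 1273 could be joined by a unique gene symbol to a gene tested at E4, the last stage of the time course. Across these genes Spearman's rho between the protein and the polyA+ RNA log2 fold change was -0.045 (permutation test, two-sided, p = 0.109). Genes are not independent replicates in this correlation. Without WT replicate 1 rho was -0.056 (permutation test, p = 0.0452), and without ski7 replicate 3 it was -0.061 (permutation test, p = 0.0298). The other fits without 1 replicate gave p between 0.156 and 0.289 in the permutation test, so the side of the threshold is not stable. With transcript TPM in place of gene counts, rho over 1821 joined transcripts was -0.022 (permutation test, p = 0.354). In the same part of the table, 11 joined proteins had a p-value under 0.05, and 3 of them were DEGs at E4. They are named here after their values were seen. ALDH8A1 and AMACR were higher at both levels in polyA+ RNA, AMACR with a protein log2 fold change of 0.47 and an RNA log2 fold change of 1.09 (edgeR, standard error 0.27, adjusted p = 0.00899). The product of si:ch211-126j24.1 was lower, with a protein log2 fold change of -1.04, while its RNA was higher, with a log2 fold change of 1.41 (edgeR, standard error 0.34, adjusted p = 0.00788). With RNA of the rRNA-depleted libraries at E4, 12 joined proteins had a p-value under 0.05, of which 1 was a DEG, with the opposite direction. With genes tested only where wild type passed the filter there were 9, of which 1 was a DEG, again with the opposite direction. Among the 11 proteins alone rho was 0.409 (permutation test, two-sided, p = 0.214), the largest move over the alternatives and of opposite sign. The paper states that protein p-values were adjusted for multiple testing. The 11 of 1273 joined proteins under 0.05 are a smaller share than unadjusted p-values would give by chance. This argues that the p-values used here were already adjusted. The adjustment could not be recomputed from a part of the table, so the paper's numbers of changed proteins were not compared.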

While the overall amount of proteins did not differ in wild-type and *ski7*^*-/-*^ embryos, 76 proteins were found to differ significantly between wild-type and *ski7*^*-/-*^ mutant embryos (33 up-regulated, 43 down-regulated), of which 31 (15 up-regulated, 16 down-regulated) had also been detected as DEGs by RNA-seq (Figs 5A and S12A, and S7–S11 and S15 Tables).

**Fig 5:**
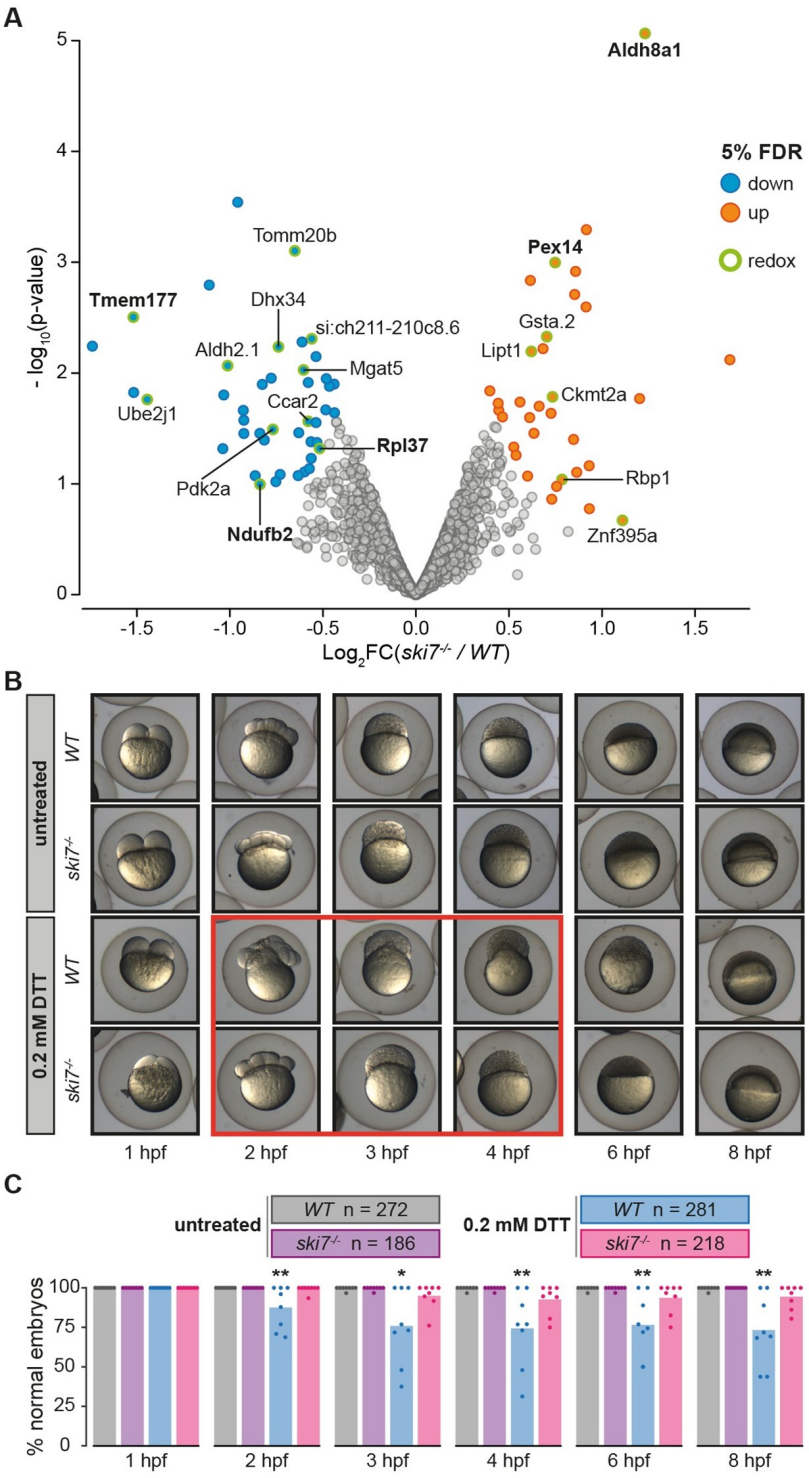
Absence of Ski7 confers increased resistance to reductive stress. (A) Volcano plot of proteins identified by tandem mass tag mass spectrometry (TMT-MS) from wild-type and *ski7*^*-/-*^ mutant embryos at 4 hours post-fertilization. Significantly up- and down-regulated proteins are coloured in orange and blue, respectively. Proteins associated with oxidation-reduction processes are highlighted (green circle) and their name is displayed. Proteins, whose RNA was also identified as differentially expressed based on RNA-seq (DEGs), are highlighted in bold. (B) *Ski7*^*-/-*^ mutant embryos show increased resistance to DTT-treatment. Representative images of the development of wild-type and *ski7*^*-/-*^ embryos incubated in the absence (untreated) or presence of 0.2 mM DTT. The red box highlights the time-frame during which wild-type embryos show the most obvious aberrant morphogenesis. (C) Quantification of developmental abnormalities upon treatment with 0.2 mM DTT during embryogenesis (hpf, hours post-fertilization). Each dot represents the quantification of an independent experiment (* = p-adjusted < 0.05; ** = p-adjusted < 0.01 from Kruskal-Wallis with Dunn’s multiple comparison test compared to *WT* untreated on each time point).

We noticed that several proteins upregulated in the absence of Ski7 are implicated in the regulation of stress response and redox processes (Figs 5A and S12B). 

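Among the proteins named in Fig 5A, *aldh8a1* (ENSDARG00000036776) had a protein log2 fold change of 1.23 in S15 Table (the paper's p = 8.63e-06). Its RNA was higher in *ski7*-/- embryos at E4, with a log2 fold change of 2.00 (edgeR, standard error 0.47, adjusted p = 0.00747), and was called at 5 of 8 stages tested in polyA+ RNA. In rRNA-depleted RNA it was called at 2 of 4 stages of oogenesis and at 3 of 4 of embryogenesis. Its log2 fold changes in these embryos lay between 1.29 and 3.01 (edgeR, adjusted p between 0.00205 and 0.102), and the stage without a call was E4. This gene lies next to *hbs1l*, the mutated locus, in gene order. *pex14* (ENSDARG00000028322) had a protein log2 fold change of 0.75 (the paper's p = 0.00101), and its RNA log2 fold change at E4 was 0.60 (edgeR, standard error 0.24, adjusted p = 0.106). In polyA+ RNA *pex14* was called at 2 of 11 stages, both in mature eggs, where its log2 fold changes lay between 0.96 and 1.38. In rRNA-depleted RNA it was called at 4 of 4 stages of oogenesis, with log2 fold changes between 0.58 and 0.77 (edgeR, adjusted p between 0.00135 and 0.0199), and at 0 of 4 stages of embryogenesis, the period of the protein sample (adjusted p between 0.065 and 0.141). *ccar2* (ENSDARG00000038302), with a protein log2 fold change of -0.58 (the paper's p = 0.0273), had an RNA log2 fold change of 0.00 (edgeR, standard error 0.09, adjusted p = 0.981). RNA of *rpl37*, whose protein is down-regulated in Fig 5A, was higher at E4, with a log2 fold change of 0.46 (edgeR, standard error 0.12, adjusted p = 0.0162). *tmem177*, *dhx34* and *mgat5* were called at none of their stages. *ube2j1* was called at 1 stage as up-regulated, and *ndufb2* at 1 stage of oogenesis as down-regulated. *gsta.2* did not pass the expression filter in any period, and *lipt1* passed it in oogenesis in both library types and in rRNA-depleted embryos, without a call.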

To determine whether mis-regulated genes belonged to common pathways or shared biological functions, we performed GO enrichment analyses of DEGs. Enriched terms in either up- or down-regulated shared period DEGs included processes associated with redox-related processes, cellular respiration, and cellular response to stress across all three periods (S13 and S14 Figs).

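Gene Ontology annotation was not used here. Instead, 3 gene sets defined by symbol were tested among the shared period DEGs, the nuclear-encoded genes of oxidative phosphorylation, the 13 mitochondrially encoded ones and redox regulators. Fisher's exact test, two-sided, against all genes tested in the period gave 18 tests over sets, periods and directions, of which 2 passed after Benjamini-Hochberg adjustment. Both concerned down-regulated mitochondrially encoded genes. In mature eggs 9 of the 13 were among the shared down-regulated DEGs, where 0.83 would be expected (Fisher's exact test, adjusted p = 1.66e-07). In embryogenesis 4 of the 13 were, where 0.542 would be expected (Fisher's exact test, adjusted p = 0.0142). Leaving out 1 replicate of a genotype gave between 0 and 5 genes in embryogenesis. In eggs it gave between 3 and 13, with an adjusted p of 0.152 in Fisher's exact test without mutant replicate 1. By limma's camera test on the mean contrast of a period the set was lower in both periods (adjusted p = 1.2e-07 in eggs and adjusted p = 3.04e-06 in embryogenesis). The camera fit takes libraries of the same female or replicate set as independent. Both tests take little account of correlation between genes, so their p-values are likely too small. With the egg stages averaged for each female, the exact permutation test, two-sided, gave p = 0.1, the smallest that 10 splits give. The 4 genes, named after their values were seen, were *MT-CO1*, *MT-CO2*, *MT-CO3* and *MT-CYB*. Redox regulators, with 71, 52 and 59 genes tested in the 3 periods, had 3 up- and 3 down-regulated shared DEGs in eggs, where 3.03 and 3.32 would be expected, and 3 and 3 in embryos, where 2.05 and 2.46 would be expected (adjusted p = 1 for each Fisher's exact test).
At each stage of mature eggs the 13 mitochondrially encoded genes were all lower in *ski7*-/- mutants, with a median log2 fold change of -1.44 in unactivated, -1.48 in activated and -1.36 in fertilized eggs. The medians in embryos were -1.12 at E1, -0.76 at E2, -0.91 at E3 and -0.48 at E4, and 13 of 13 genes were lower except at E4, where 12 were. With library size only, the medians of the egg stages were -1.20, -1.26 and -1.11 and kept their sign at each embryonic stage. In oogenesis the set had no common direction, with medians of -0.14 at O1, 0.82 at O2, -0.71 at O3 and 0.00 at O4. These 13 genes took 4.14% ± 0.503 of the gene counts in unactivated wild-type eggs (SD, n = 3) and 1.81% ± 0.654 in *ski7*-/- eggs. At E1 they took 4.06% ± 0.825 and 2.08% ± 0.199, and in rRNA-depleted RNA of the same stage 1.18% ± 0.175 and 0.706% ± 0.0829.
Nuclear-encoded genes of oxidative phosphorylation did not pass Fisher's test. As a set they were shifted down in oogenesis and up in embryogenesis by the camera test of limma (adjusted p = 2.1e-06 and adjusted p = 0.00739 over 9 tests). Here too the camera test takes libraries of the same female or replicate set as independent. The medians of these genes lay between -0.41 at O2 and -0.05 at O4 and between 0.17 at E3 and 0.19 at E1. In mature eggs their median log2 fold change was 0.03, 0.01 and -0.06 at the 3 stages. It was 0.00, -0.02 and -0.10 with DESeq2's size factors and 0.28, 0.21 and 0.21 with library size only, which shifts all genes alike, so no direction is given for eggs. The redox set passed in no period (camera, adjusted p = 0.307, 0.216 and 0.387), and its median in eggs was -0.08, -0.14 and -0.14. With library size only it was 0.14, 0.08 and 0.10, a move shared with the median of all genes.

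**Figure D3:**
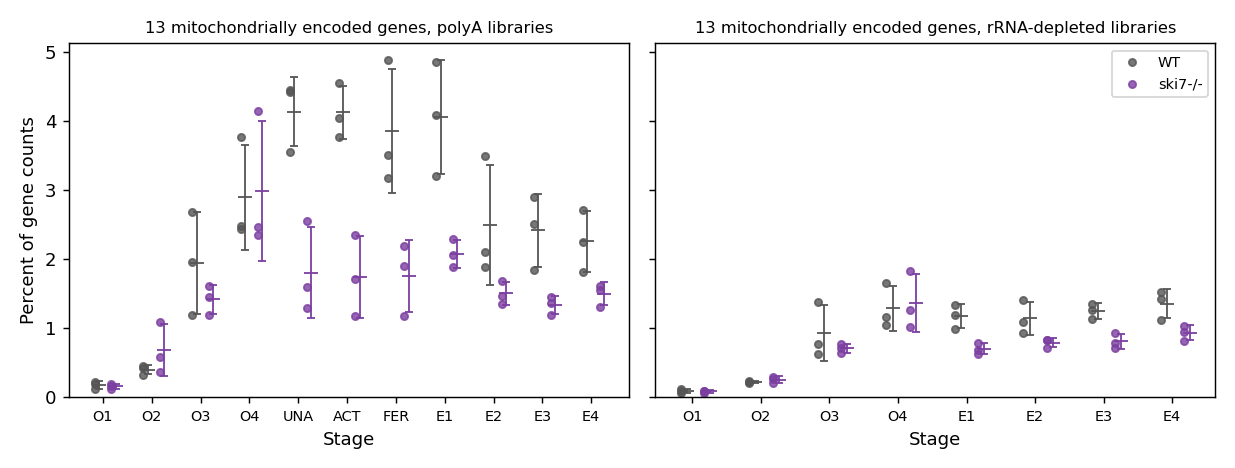
Percentage of gene counts on the 13 mitochondrially encoded genes at each stage in polyA+ libraries (left) and rRNA-depleted libraries (right). Points are replicates and bars give the mean and SD of 3 replicates for wild type (grey) and *ski7*-/- mutants (purple). In unactivated eggs the means are 4.14% and 1.81%.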

Because GO term enrichment analysis and our proteomic analysis indicated a possible link between Ski7 and redox regulation, we assessed whether *ski7*^*-/-*^ embryos differed in their response to redox stress. Treatment of wild-type and *ski7*^*-/-*^ embryos with the reducing agent DTT revealed that *ski7*^*-/-*^ embryos were more resistant to reductive stress than wild-type embryos (Fig 5B and 5C and S16 Table). This effect persisted throughout the time course (Fig 5B and 5C and S16 Table). Overall, these results suggest that embryos lacking Ski7 can cope better with reductive stress, potentially by having elevated levels of redox-regulating factors during the oocyte-to-embryo transition.

## Discussion

In this study, we provide the first functional characterization of vertebrate Ski7 and the consequences of its absence. Zebrafish Ski7, similar to its human and plant homologs [24,25,32], is encoded as an alternative splice isoform of *hbs1l*. We found that zebrafish *ski7* but not *hbs1l* mRNA is highly expressed in mature eggs and early embryos. Our phenotypic characterization of zebrafish *ski7*^*-/-*^ mutants revealed that *ski7*^*-/-*^ mutants have compromised egg quality and produce fewer developing embryos (Figs 1D and S3A and S3B, and S2 and S3 Tables), which in a natural environment could result in decreased fitness and ultimately lead to impaired propagation and maintenance of the species. The lack of progression beyond the one-cell stage in *ski7*^*-/-*^ mutants, together with our finding that, once they passed the first cell division, *ski7*^*-/-*^ mutant embryos have no further apparent defects in development, suggests that Ski7 mainly acts during oogenesis and/or in the mature egg.

What could be the molecular basis for Ski7 affecting oogenesis, fertility, or failure to undergo the first cell cleavage? A possible explanation could be that Ski7 directly affects transcripts involved in oocyte maturation or fertilization. Although we have evidence that certain transcripts regulated by Ski7 correspond to fertilization associated processes based on GO terms (egg coat) (S14 Fig), they did not comprise the majority of affected genes. Moreover, the transcript levels of *bouncer*, the only known fertility factor in fish eggs [44], was not decreased in *ski7*^*-/-*^ mutants. In addition, visual inspection of the micropyle, the funnel-like structure through which the sperm access the egg membrane, revealed no defect in the formation of this structure in *ski7*^*-/-*^ mutant eggs (100% of good-quality *ski7*^*-/-*^ mutant eggs had a visible micropyle). Given that a higher proportion of *ski7*^*-/-*^ mutant eggs than of wild-type sibling eggs tended to be of poor quality, we think that the presumable subfertility/early embryo development defect is more likely to be secondary to a mis-regulation of the transcriptome during oogenesis. Furthermore, DEGs in *ski7*^*-/-*^ mutant oocytes and eggs partially overlapped with genes shown to be mis-regulated in poor-quality zebrafish eggs [45,46], further supporting our conclusion that mis-regulation of the transcriptome in *ski7*^*-/-*^ mutants might contribute to the poor quality of the eggs.

In analogy to the situation in yeast [14,16] and human cells [24,25], we have two lines of evidence that zebrafish Ski7 acts in conjunction with the cytoplasmic RNA exosome in promoting 3’-to-5’ RNA decay: First, we find that zebrafish Ski7 can interact with the RNA exosome (Fig 2B). And second, up-regulated genes show an accumulation of reads towards their 3’ ends (Fig 4C). Our conclusion that the Ski7/RNA exosome complex acts during zebrafish egg development is consistent with the recently reported role for the exosome core component EXOSC10 in the maturation of eggs in mouse [47] and the Ski complex in *Drosophila* [48]. While the phenotypic consequences of loss of Ski7 in mice remain to be determined, our analysis of publicly available RNA-seq data [49,50] revealed that mouse *Ski7* mRNA is also highly expressed in mature eggs and decreases during embryogenesis while *Hbs1l* remains stable (S1C Fig). Taken together, Ski7’s function in fine-tuning transcript levels during egg maturation by facilitating 3’-to-5’ RNA degradation might be conserved in vertebrates.

Our data reveal that Ski7 preferentially targets transcripts for degradation whose steady-state levels are low (Fig 4A). This suggests a requirement for Ski7 in maintaining low transcript abundances for certain genes and/or reducing transcriptional noise, possibly in conjunction with other mechanisms including the preferential use of rare codons. 

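Up-regulated genes made up 50.5% of the DEGs at O1, 64.0% at O2, 49.3% at O3 and 44.8% at O4 in polyA+ RNA. They made up 49.0%, 50.7% and 45.8% in unactivated, activated and fertilized eggs, and 49.4%, 49.7%, 48.5% and 47.4% at E1, E2, E3 and E4. The majority at O2 was not stable, with 564 genes up-regulated and 567 down-regulated under the female as a random block in limma-voom, and 39 and 50 in a fit of that stage alone. These shares follow TMM scaling, which assumes that most genes do not change. With library size only, up-regulated genes made up 78.8%, 77.4% and 76.6% of the DEGs in the 3 egg stages and 71.1% at E1. That scaling also moved the median log2 fold change of all tested genes to 0.28 in unactivated, 0.24 in activated and 0.26 in fertilized eggs, 0.13 at O2 and 0.11 at E1. At the remaining stages the share of up-regulated genes moved by less than 10 points. Counts relative to the library total cannot show a change of the total amount of RNA per egg, so neither scaling gives the balance in absolute terms.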

While we expected transcripts to become predominantly up-regulated in *ski7* mutants, many genes were also found to be down-regulated (Fig 3D and S7–S11 Tables). Down-regulated genes could either be due to secondary effects caused by the lack of down-regulation of primary Ski7/RNA exosome target genes, or due to so-far unknown activities of Ski7. Interestingly, down-regulated genes in mature eggs were biased towards being more highly expressed in wild type (Fig 4A). Future work will be needed to address whether these transcripts might be subjected to ribosome stalling in the absence of Ski7, and thus be targeted for degradation by alternative pathways, as we also observed accumulation of transcripts related to translation in the mature egg and embryo (S13 and S14 Figs). While we have currently no evidence for alternative functions for Ski7, an alternative possibility is that Ski7 might interact with other factors in addition to the RNA exosome, particularly in light of the comparatively low mRNA expression levels of the core exosome components during the oocyte-to-embryo transition (Fig 2A). However, our finding that a Ski7-P4-like peptide fragment can stably bind to the zebrafish exosome complex in early embryo lysates demonstrates that zebrafish Ski7 can stably interact with the RNA exosome (Fig 2B and S5 Table). This experiment also shows that the zebrafish Ski7-P4-like motif (PFSFNTPSPDDIVK) is sufficient to pull down the exosome in zebrafish embryos. This is in contrast to data from human cells in which the Ski7-like motif but not the P4-like motif was shown to be sufficient for mediating this interaction [25]. Thus, our data demonstrates a direct interaction between Ski7 and the RNA exosome.

Another question that will warrant further investigations is the underlying reason for the relatively small number of shared DEGs among different developmental periods. Along these lines, several recent studies have challenged the view that the general RNA decay machinery is unspecific. For example, Dcp2 (5’ decapping) and CCR4NOT (3’ deadenylation) target specific subsets of mRNAs depending on inherent transcript features during zebrafish embryo development [51–56]. However, it remains largely unclear to what extent general cytoplasmic RNA degradation machineries or specific components thereof contribute to the large-scale transcriptome remodeling during development. Our analyses indicate that the lack of shared DEGs between periods is not due to time-restricted expression of the target mRNAs in the wild-type situation but rather time-specific regulation by Ski7. How Ski7’s time-specificity is achieved is still unclear. Possible mechanisms include temporal stabilization of transcripts by RNA-binding proteins or sequestration from the Ski7/RNA exosome complex, as well as yet-to-be-identified temporal Ski7-specific regulators.

Our observation that *ski7*^*-/-*^ mutant embryos are less sensitive to reductive stress was unexpected since previous studies in yeast have indicated the opposite effect: In yeast, Ski7-mediated non-stop decay (NSD) was shown to be required for oxidant tolerance in combination with the Dom34-Hbs1 complex [57]. In mammals, it has been shown that redox regulation, e.g. by regulating the levels of NADPH/NADH, is particularly important during oogenesis and in the egg [58–61]. Such de-regulation of NADH/cellular respiration in *ski7*^*-/-*^ eggs could also contribute to the observed reduced number of developing embryos in *ski7*^*-/-*^ mutants, in addition to the mis-regulation of reproductive genes themselves (S14 Fig). Consistent with this idea, enriched GO terms for downregulated genes included oxidoreductase activity, cellular respiration, and cellular response to stress (S13 and S14 Figs). These pathways have been recently shown to be important for the generation of high quality oocytes in mammals [59–61].

There are several possible explanations for the increased tolerance of *ski7*^*-/-*^ mutants to the reductive agent DTT during embryogenesis. In the simplest scenario, Ski7 might negatively regulate redox stress tolerance in zebrafish embryos by fine-tuning the levels of embryonic redox regulators. However, the contrasting observations, namely that *ski7*^*-/-*^ mutant eggs produce fewer embryos that develop beyond the one-cell stage, but that mutant embryos are more resistant to reductive stress, are difficult to explain by a static scenario. We therefore propose an alternative possibility, namely that Ski7 might contribute to the dynamic regulation of redox balance during the oocyte-to-embryo transition. In support of this idea, we found that cellular respiration and mitochondrial processes are mis-regulated throughout the oocyte-to-embryo transition in *ski7*^*-/-*^ mutants, which could result in a time-dependent imbalance in redox regulation. Evidence for increased oxidative levels after fertilization come for example from *Xenopus*, in which fertilization enhances the production of mitochondrial ROS [62], *C*. *elegans* [63] and zebrafish embryos [64]. Additionally, in support of the idea of dynamic redox regulation by Ski7, it was reported that *Drosophila* oocytes lacking an oocyte-specific thioredoxin had increased levels of H_2_O_2_ and were more resistant to DTT than their wild-type siblings [65]. Apart from the idea that Ski7 could regulate the dynamic redox balance throughout the oocyte-to-embryo transition, another, non-contradicting possibility is that the increased resistance to reductive agents during embryogenesis might be a direct or indirect consequence of compromised egg maturation in the absence of Ski7. As such, counter-measures of the egg combatting the impaired regulation of RNA levels during oogenesis might make the egg better prepared for later encounters of redox stresses. As such, up-regulation of redox-regulators and/or chaperones during oogenesis could enable the embryo to deal better with reductive agents. This is in line with previous findings that mammalian oocytes treated with H_2_O_2_ produced more blastocysts under *in vitro* conditions [66–68]. While we currently don’t know the extent or direct impact of Ski7-mediated regulation on the redox balance during the oocyte-to-embryo transition, one intriguing speculation is that Ski7 production itself might be redox-controlled. Splicing factors have been shown to be differentially regulated by redox stress [69,70], opening the possibility that the alternative splicing reaction responsible for generating the Ski7-specific splicing event might at least in part be triggered by the redox-conditions encountered during oogenesis.

Overall, our data supports the idea that Ski7 is important for oogenesis, and for producing eggs that can be fertilized and successfully undergo the first cell cleavage, by fine-tuning the 3’-to-5’ RNA degradation machinery, namely the RNA exosome, to aid in the timely and controlled transition from the oocyte to the embryo.

## Materials and methods

### Ethics stament

All fish experiments were conducted according to Austrian and European guidelines for animal research and approved by the Amt der Wiener Landesregierung, Magistratsabteilung 58—Wasserrecht (animal protocol GZ: 342445/2016/12).

### Fish husbandry

Zebrafish (*Danio rerio*) were raised according to standard protocols (28°C water temperature; 14/10 hour light/dark cycle). TLAB fish, generated by crossing zebrafish AB and the natural variant TL (Tupfel Longfin) stocks, served as wild-type zebrafish for all experiments. The *ski7*^-/-^ mutant line and the transgenic Ski7-rescue line were generated in the TLAB background and are described below.

### Conservation analysis

The last 228 nucleotides (76 amino acids) of the zebrafish Ski7-specific exon (exon 5) were used to perform the conservation analyses. This region included the predicted Ski7-like and P4-like motifs. The zebrafish Ski7 sequence was taken as a query for iterative PSI-BLAST searches against the NCBI non-redundant protein data base. In the first search round, not only vertebrate orthologs but also sequences from the coral *Stylophora pistillata* and the brachiopod *Lingula unguis* were detected (E-values < 0.001). Further iterations extended to the plant (e.g. *Ananas comosus*, round 2, E-value 2.17e-05) and fungi kingdom (e.g. *Botryotinia calthae*, round 3, E-value 3.73e-09). Significant hits covered both motifs. However, sequences with a weak Ski7-like motif, such as *Drosophila melanogaster* or *Saccharomyces cerevisiae* could not be identified with zebrafish Ski7, but were found with iterative PSI-BLAST searches of related insect or fungi orthologs. Sequences that represented a wide taxonomic range were selected, aligned using mafft (version 7.427 [71]) and visualized in Jalview [72].

### Generation of *ski7*^*-/-*^ Mutant Fish

Zebrafish *ski7*^***-/-***^ mutants were generated by CRISPR/Cas9-mediated mutagenesis. CHOPCHOP [73,74] was used to predict three guide RNAs targeting the *ski7*-specific exon 5:

$$\begin{array}{ll} gRNA\;1: & \text{GCACTGCTAACAGATCACTGAGG}\\ \begin{array}{l} gRNA\;2: \end{array} & \text{GCCAAACTTCCAAAACCAGGGGG}\\ \begin{array}{l} gRNA\;3: \end{array} & \text{AGACCAGTGGAGGGAACTAGAGG} \end{array}$$

T7-promoter sequence- and 3’ overhang-containing DNA oligos were synthesized (Sigma-Aldrich), annealed to a common tracer oligo (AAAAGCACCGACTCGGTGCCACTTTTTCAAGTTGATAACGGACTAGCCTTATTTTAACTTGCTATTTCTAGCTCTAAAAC), and *in vitro* transcribed by T7 polymerase (Ambion MEGAscript T7 transcription kit) according to a published protocol [75]. In-house produced Cas9 protein and pooled gRNAs were co-injected in the cell of one-cell TLAB zebrafish embryos. Potential founder fish were outcrossed to TLAB wild-type fish. Progeny were screened for carrying a mutation in *ski7* by PCR based on a size difference of the PCR product compared to the wild-type PCR product, using the primers ski7_F: GACTGTATCCAGTGCACATTCA and ski7_R: TTAAAAGAGCCAA GAGGACTGG. Embryos with potential mutations were raised. Adult fish were genotyped by standard fin-clipping procedures. Sanger sequencing of the PCR fragment identified a deletion of 214 nucleotides and an insertion of 11 nucleotides in *ski7’s* terminal exon 5, resulting in a net deletion of 203 nucleotides that causes a frameshift mutation. Heterozygous fish were incrossed to generate homozygous *ski7*^-/-^ mutant fish. The PCR products were detected by 2% gel electrophoresis (WT = 330 nucleotides, *ski7*^*-/-*^ = 127 nucleotides).

### Generation of a transgenic *ski7-GFP* line

For the generation of the *ski7-GFP* transgenic line, the predicted *ski7* ORF was amplified from cDNA generated from 2–4 cell stage zebrafish embryos using the primers ski7_cDNA_F: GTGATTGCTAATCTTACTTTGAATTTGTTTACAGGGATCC GCGGCTGTGGAGTAAGACGCATG and ski7_cDNA_R: CTGGATCATCATCGTAC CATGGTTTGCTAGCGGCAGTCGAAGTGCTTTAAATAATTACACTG. The PCR fragment containing *ski7* was cloned into a vector containing Ampicillin resistance and *Xenopus* globin UTRs via SpeI/XhoI restriction sites, using the Gibson assembly method [76]. To generate C-terminally tagged *ski7-GFP*, the *ski7* ORF lacking the STOP codon was amplified from the previous vector with ski7_gfp_F: TAAACGCTCAACTTTGGCAGATCC and ski7_gfp_R: GAACAGCTCCTCTCCTTTA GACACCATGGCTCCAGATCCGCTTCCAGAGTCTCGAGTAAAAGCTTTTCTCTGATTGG, and cloned via the Gibson assembly method [76] into a vector containing a Ser-Gly-linker followed by sfGFP, using SpeI/NcoI restriction sites. Subsequently, C-terminally *sfGFP-tagged ski7* was amplified by PCR and subcloned via BamHI/EcoRV sites into a vector for Tol2-based transgenesis containing the *actb2* promoter and a *cmlc2-GFP* transgenesis marker (*Tol2*:*actb2-Ski7-SG-sfGFP*, *cmlc2GFP*).

This plasmid (~15 pg) was injected together with 35 pg Tol2 mRNA into the cell of 1-cell stage TLAB embryos. Putative founders were crossed to the *ski7*^*-/-*^ line, and transgenic offspring were identified with the help of the cmlc2-GFP transgene (green hearts). To obtain rescued *ski7*^*-/-*^ mutant fish (*ski7*^*res*^: *ski7*^*-/-*^; *tg[actb2*:*ski7-GFP])*, heterozygous *ski7*^*+/-*^; *tg[actb2*:*ski7-GFP])* fish were incrossed to obtain homozygous *ski7*^*-/-*^; *tg[actb2*:*ski7-GFP])* fish.

### Quantification of developing embryos

To quantify the proportion of developing embryos, individual male and female fish were set up together in breeding cages the night before mating. The next morning, fish were put together by removing the divider and allowing fish to mate for approximately 30 minutes. Eggs were collected from individual tanks and kept at 28°C in blue water (E3 medium with 0.1% methylene blue). ‘Poor quality’ eggs (see below) were removed immediately from the dish. Only ‘good quality’ eggs (morphologically normal-looking, clear eggs that had successfully undergone egg activation as evident by normal chorion elevation) were considered for determining the fraction of eggs that developed beyond the one-cell stage. Embryo progression was determined between 5 and 6 hours post-fertilization.

### Quantification of egg quality

To quantify egg quality, individual male and female fish were set up together in breeding cages the night before mating. Wild-type and *ski7*^*-/-*^ sibling females were crossed to wild-type male fish. Fish were put together by removing the divider and allowing fish to mate for approximately 30 minutes. Eggs were collected from individual breeding cages and moved to E3 medium with 0.1% methylene blue at 28°C. Eggs were scored under a dissection microscope. Eggs were considered as “good” if they were normal-looking one-cell stage embryos (clear separation of yolk and cell; normal egg activation and chorion swelling; non-opaque appearance). Eggs were considered as “poor” if they were opaque, deformed, and no clear cell or chorion elevation was visible.

For the quantification of the presence of the micropyle structure, wild-type and *ski7*^*-/-*^ sibling females were squeezed to obtain mature eggs. Eggs were kept in sorting medium at all times (Leibovitz’s pH 9.0, 0.5% BSA), individually placed in an agarose mold and inspected for the presence of the micropyle under a dissection microscope.

### Phenotypic analyses and imaging

Quantification and staging of embryos were performed by live cell imaging on a Celldiscoverer 7 automated microscope (Zeiss). Wild-type and *ski7*^*-/-*^ embryos were dechorionated with pronase (1 mg/ml). Dechorionated embryos were mounted in 0.5% low melt agarose within the first 30 minutes post-fertilization. Mounted embryos were kept in six-well plates in E3 medium with 0.1% methylene blue at 28°C during imaging. Images were adquired every 5 minutes during the first 7 hours. Quantification and staging during the first hour post-fertilization was performed manually every five minutes under a stereo microscope at 28°C.

For adult phenotyping, several adults (males and females) were manually inspected for morphological defects. Pictures were taken under a dissection microscope and a Blackfly S USB 3 camera (serial number 18255235) using the FlyCapture2 software.

### Ski7-P4-like peptide pull-down and MS analysis

The zebrafish Ski7-P4-like peptide (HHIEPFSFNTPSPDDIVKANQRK) was synthesized *in vitro* and N-terminally biotinylated (Biotin-Ahx-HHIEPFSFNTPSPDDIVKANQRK). The peptide contained the homologous region of yeast Ski7 that mediates the interaction with the Csl4 exosome protein (second half of helix 3 and first half of helix 4 in yeast) [24]. To prepare zebrafish embryo lysates, embryos were dechorinated with pronase (1 mg/ml). About 250 embryo caps per sample (each experiment was performed in triplicates) were manually dissected from 128-cell to 512-cell stage wild-type zebrafish embryos and immediately frozen in liquid nitrogen. Embryo caps were homogenized with a plastic pestle in 1 ml of cold binding buffer (150 mM KaOAc, 300 μl Hepes-NaOH pH 7.4, 5 mM MgSO_4_, 0.1% NP-40, 5mM DTT, complete EDTA-free protease-inhibitors) and cleared by 1 minute centrifugation at 15000 rpm at 4°C. The biotin pull-down was performed according to a protocol adapted from [77]. In brief, 30 μl of Streptavidin Dynabeads (MyOne, Invitrogen) per sample were washed with PBS and binding buffer. Beads were incubated with 2 μg of biotinylated Ski7-P4-like peptide in 500 μl of cold binding buffer (2 hours at 4°C). Three samples of beads not incubated with biotinylated peptide served as negative controls for the pull-down. After washing of the beads (five times with 500 μl of binding buffer; total wash time 2 hours at 4°C), beads were incubated with 1 ml embryo lysate for 2 hours at 4°C on a rotating wheel. Beads were placed on a magnetic stand and washed six times with 1 ml of cold binding buffer (total wash time 2–4 hours at 4°C). After washing, bound proteins were eluted by adding 30 μl of hot (95°C) 2x SDS-PAGE sample buffer to the beads. For mass-spec analysis of the eluates, samples were run into a SDS-PAGE gel for a short time (without allowing separation of the proteins by size) and stained by Coomassie Blue. Gel elution of the Coomassie-stained band and tryptic digest followed standard procedures.

For LC–MS/MS, digested peptides were separated using a Dionex UltiMate 3000 HPLC RSLC nano system (Thermo Fisher Scientific) coupled to a Q Exactive mass spectrometer (Thermo Fisher Scientific), equipped with a Proxeon nanospray source (Thermo Fisher Scientific). Peptides were loaded onto a trap column (PepMap C18, 5 mm × 300 μm ID, 5 μm particles, 100 Å, Thermo Fisher Scientific) at a flow rate of 25 μL min^-1^ using 0.1% TFA as mobile phase. After 10 min, the trap column was switched in line with the analytical column (PepMap C18, 500 mm × 75 μm ID, 2 μm, 100 Å, Thermo Fisher Scientific). A 105/165/225 min gradient from buffer A (water/formic acid, 99.9/0.1, v/v) to B (water/acetonitrile/formic acid, 19.92/80/0.08, v/v/v) was applied to elute the peptides at a flow rate of 230 nl min^-1^. The Q Exactive HF mass spectrometer was operated in data-dependent mode, using a full scan (m/z range 380–1500, nominal resolution of 60,000, target value 1E6) followed by MS/MS scans of the 10 most abundant ions. MS/MS spectra were acquired using normalized collision energy of 27%, isolation width of 1.4 m/z, resolution of 30.000 and the target value was set to 1E5. Precursor ions selected for fragmentation (excluded charge state 1, 7, 8, >8) were put on a dynamic exclusion list for 20/40/60 s, depending on the gradient length. Additionally, the minimum AGC target was set to 5E3 and the intensity threshold was calculated to be 4.8E4. The peptide match feature was set to preferred and the exclude isotopes feature was enabled. For peptide identification, the RAW files were loaded into Proteome Discoverer (v2.1.0.81, Thermo Scientific). All MS/MS spectra were searched using MSAmanda v2.1.5.8715 [78] against a custom *Danio rerio* protein database (based on GRCz10 and CRC64 non-redundant Ensembl 86 release: 42,188 sequences, 22,758,666 residues). The following search parameters were used: fixed modification: beta-methylthiolation on cysteine; variable modifications: oxidation on methionine, phosphorylation on serine, threonine and tyrosine, deamidation on asparagine and glutamine, acetylation on lysine, methylation on lysine and arginine, di-methylation on lysine and arginine, tri-methylation on lysine, ubiquitinylation on lysine, glycosylation (HexNac) on asparagine, serine and threonine as well as glutamine-to-pyro-glutamic-acid-transformation on peptide-N-terminal glutamine. Monoisotopic masses were searched within unrestricted protein masses for tryptic enzymatic specificity. The peptide mass tolerance was set to ±5 ppm and the fragment mass tolerance to ±0.03 Da. The maximal number of missed cleavages was set to two. The result was filtered to 1% FDR on peptide level using Percolator algorithm integrated in Thermo Proteome Discoverer. The localization of the modification sites within the peptides was performed with the tool ptmRS, which is based on the tool phosphoRS [79]. Label-free quantification of peptides was performed using the in-house developed tool apQuant [80]. Proteins were quantified by summing up all peptides before performing subsequent iBAQ normalization [81]. Differentially expressed proteins were determined using limma [82]. P-values were adjusted for multiple testing as implemented in the limma R package [83].

### RNA isolation and sequencing

Total RNA was extracted using the standard TRIzol (Invitrogen) protocol. Samples from individual stages of three different periods (oogenesis, mature eggs, embryogenesis) were collected as follows: To obtain different stages of oogenesis, ovaries were dissected from three different females from each genotype. Wild-type and *ski7*^*-/-*^ mutant females were “purged” in order to enrich for earlier stages of oogenesis, as described in [37]. Oocytes were manually sorted based on differences in size and opacity as previously described in [37] (O1 –smallest size, most translucent; O2 –still translucent but bigger than O1; O3 –bigger than O2, becoming opaque and with visible central germinal vesicle; and O4 –largest size but smaller than mature eggs, opaque) and kept in oocyte sorting medium (Leibovitz’s medium, plus 0.5% BSA, pH 9.0 adjusted with 5 M NaOH [37]). To obtain different stages of mature eggs, unactivated, activated and fertilized eggs were collected from the same female fish (note: only eggs of good quality were collected). Three independent biological replicates were collected of each stage (three different females, between 35 to 60 eggs per condition). Briefly, single female fish were put together with male fish for standard mating. Eggs that were laid within the first minute after putting them together were collected at 10 minutes post-fertilization and homogenized in TRIzol (fertilized eggs). Fertilization of the eggs was quantified after 3 hours and only samples in which the rate of fertilization was higher than 60% were used. The females used for collecting fertilized eggs were immediately anesthetized using 0.1% Tricaine and subjected to squeezing to collect the remaining two stages, unactivated and activated eggs. Half of the squeezed eggs were immediately homogenized in TRIzol (unactivated eggs). The remaining half of the eggs was activated by adding fish water (E3 medium with 0.1% methylene blue) and incubated for 10 minutes before collection and homogenization in TRIzol (activated eggs). To obtain different stages during embryogenesis, between 20 to 30 embryos per time point were collected at the indicated stages and homogenized in TRIzol. Total RNA was isolated and assessed for quality and quantity based on analysis on the Fragment Analyzer. For PolyA+ RNA selection, 2 μg of total RNA was used per sample as input for the poly(A) RNA Selection Kit (LEXOGEN). For rRNA depleted samples, 1 μg of total RNA was used as input for the RiboCop rRNA Depletion Kit (LEXOGEN). Stranded cDNA libraries were generated using NEBNext Ultra Directional RNA Library Prep Kit for Illumina (New England Biolabs) and indexed with NEBNext Multiplex Oligos for Illumina (Dual Index Primer Set I) (New England Biolabs). Library quality was checked on the Fragment Analyzer and sequenced on a Illumina Hiseq 2500 with the SR100 mode.

### RNA-seq data processing

RNA-seq reads were processed according to standard bioinformatic procedures. First, BAM files were converted to fastq files using samtools (v1.9) [84]. Barcoded libraries were demultiplexed using fastx-toolkit (v0.0.14) (http://hannonlab.cshl.edu/fastx_toolkit/) and customized perl scripts. Sequencing adapters were trimmed with bbduk command from the BBmap package (v38.26) [85] and only reads longer than 20 bases were kept for downstream analyses. Filtered reads were mapped to Ensembl 92 gene models (downloaded 2018.08.01) and the GRCz11 *Danio rerio* genome assembly, with Hisat2 v2.1.0 [86] (—rna-strandness R -k 12 –no-unal). Quantification at the gene level (transcript per million (TPM)) was perfomed using Kallisto (v0.43.0) [87].

### Differential gene expression analyses

HTSeq (v0.9.1) [88] was employed to count the uniquely mapped reads. Differential gene expression was performed on raw counts using EdgeR (v1.22.2) [89] with default parameters and size factors estimated from global normalization. The three different periods were analyzed separately, except for the generation of the combined PCA plot (Fig 3B). Only genes that had at least 10 cpm (counts per million) in at least three libraries per period were considered for the analyses. Genes were considered as differentially expressed if they had a FDR (false discovery rate) < 0.05. Unchanged genes were defined as FDR > 0.05 and fold change between 0.8 and 1.2. Principal component analyses were performed after a regularized log transformation using the 1000 most variable genes.

### Analyses of RNA features

For all analyses, only the longest isoform was used for genes with multiple isoforms. For metagene profiles, full length transcripts of at least 100 nucleotides were used. BAM files containing mapped reads to the transcriptome were converted to BedGraph files using Bedtools (v2.27.1) [90] and plotted using customized R scripts. To analyse the lengths of individual gene body regions (5’ UTRs, CDSs and 3’ UTRs), the Ensembl 92 annotation file was used. Read density by region was defined as number of reads per length of the region of interest. Number of reads per region was calculated using HTSeq (v0.9.1) [88] and feature type (-f) as ‘five_prime_UTR’, ‘CDS’, or ‘three_prime_UTR’. If a read belonged to two distinct regions, it was counted for both of them. The ratio of the read densities (read density in *ski7* mutants versus read density in WT) was used to assess relative enrichments of reads over distinct gene body regions. If wild-type and *ski7* read densities were zero, the value was not considered for the calculation of the ratio. Codon adaptation index (CAI) of the coding sequences of annotated genes was calculated using a command line version of the CAIcal program (v1.4) [91], the zebrafish codon usage table (obtained from the codon usage database (https://www.kazusa.or.jp/codon/)) and standard genetic code (-g 1). The CAI was calculate per gene (-s y). As control, the CAI was calculated for a number of random sequences (-n) equal to the size of the group being compared (or 500 if the group was bigger than 1000 sequences) and with the number of codons (-l) equal to the average length of the CDS being analyzed. GO term enrichment analyses were performed for up- and down-regulated genes separately using topGO (v2.34.0) [92]. A reduction of terms for visualization was performed with the online tool REVIGO.

### TMT-MS

TMT-MS was performed in biological triplicates. For each sample, 200 embryos from individual parents were collected at 4 hours post-fertilization. Embryos were dechorionated (1 mg/ml pronase) and batch-deyolked following [93]. Samples were lysed by sonication in SDT buffer (4% SDS, 0.1 M DTT, 0.1 M Tris-HCl pH 7.5). For downstream normalization, the STD buffer was supplemented with 1 pmol of dCas9 protein and Lambda exonuclease protein per 10 μl buffer. Samples were diluted with 200 μl of 8 M urea, 0.1 M Tris-HCl, pH 8.5 and centrifuged at 14,000 g for 20 minutes using a 30 kDa mass-cutoff 0.5 ml Amicon centrifugal filter (Merck). For alkylation of cysteines, samples were incubated for 30 minutes in the dark after addition of 100 μl of 0.1 M IAA, 8 M urea, 0.1 M Tris-HCl pH 8.5 and then centrifuged at 14000 g for 20 minutes. Samples were washed with 100ul of 8 M urea, 0.1 M Tris-HCl pH 8.5 and 100 μl of 100 mM Hepes pH 7.6 by centrifugation at 14,000 g for 20 min (four wash steps in total). Tryptic digests were performed overnight after addition of 46 μl of 100 mM Hepes pH 7.6 and 4 μl of 1 μg/μl Trypsin Gold (Promega).

TMT Labelling: Samples were acidified with 10% TFA and cleaned up with 50 mg Sep-Pak C18 columns (Waters), freeze-dried overnight and then dissolved in 100 μl of 100 mM Hepes. Samples were run on a monolithic column for quantification to use not more than 100 μg per sample for TMT labeling. Samples were labelled with TMT according to manufacter’s instructions (Thermo Fisher). Labelled samples were pooled and cleaned up via a 50 mg Sep-Pak C18 column (Waters) and separated into fractions using a SCX system (UltiMate system (Thermo Fisher) and TSKgel SP-25W column (Tosoh Bioscience; 5 μm particles, 1 mm ID × 300 mm), flow rate of 30 μl/min). For the separation, a ternary gradient was used: buffer A (5 mM phosphate buffer pH 2.7, 15% ACN), buffer B (5 mM phosphate buffer pH 2.7, 1 M NaCl, 15% ACN), and buffer C (5 mM phosphate buffer pH 6, 15% ACN). 60 fractions were collected and stored at -80°. The fractions were analysed with LC-MS. The nano HPLC system used was an UltiMate 3000 HPLC RSLC nano system (Thermo Scientific) coupled to a Q Exactive HF-X mass spectrometer (Thermo Scientific), equipped with a Proxeon nanospray source (Thermo Scientific). Peptides were loaded onto a trap column (Thermo Scientific, PepMap C18, 5 mm × 300 μm ID, 5 μm particles, 100 Å) at a flow rate of 25 μL min^-1^ using 0.1% TFA as mobile phase. After 10 min, the trap column was switched in line with the analytical column (Thermo Scientific, PepMap C18, 500 mm × 75 μm ID, 2 μm, 100 Å). A 180 min binary gradient from buffer A (water/formic acid, 99.9/0.1, v/v) to B (water/acetonitrile/formic acid, 19.92/80/0.08, v/v/v) was applied to elute the peptides at a flow rate of 230 nl min^-1^. The Q Exactive HF-X mass spectrometer was operated in data-dependent mode, using a full scan (m/z range 375–1650, nominal resolution of 120,000, target value 3E6) followed by MS/MS scans of the 10 most abundant ions. MS/MS spectra were acquired using normalized collision energy of 35, isolation width of 0.7 m/z, resolution of 45.000, a target value of 1E5, and maximum fill time of 250 ms. For the detection of the TMT reporter ions, a fixed first mass of 110 m/z was set for the MS/MS scans. Precursor ions selected for fragmentation (exclude charge state 1, 7, 8, >8) were put on a dynamic exclusion list for 60 s. Additionally, the minimum AGC target was set to 1E4 and intensity threshold was calculated to be 4E4. The peptide match feature was set to preferred and the exclude isotopes feature was enabled.

For peptide identification, the RAW files were processed in Proteome Discoverer (v2.3.0.523, Thermo Scientific). All MS/MS spectra were searched using MSAmanda (v2.0.0.141114) [78] against a custom *Danio rerio* protein database (based on GRCz11 and annotated gene models from the Ensembl 92 release: 38,422 sequences, 21,882,367 residues supplemented with the sequences of the spike-ins). The parameters used were as follows: fixed modification: Iodoacetamide derivative on cysteine; variable modifications: deamidation on asparagine and glutamine, oxidation on methionine, phosphorylation on serine, threonine and tyrosine, sixplex tandem mass tag on lysine, as well as carbamylation and simplex tandem mass tag on peptide N-termini. Trypsin was defined as the proteolytic enzyme allowing for up to two missed cleavages. Monoisotopic masses were searched within unrestricted protein masses for tryptic enzymatic specificity. The peptide mass tolerance was set to ± 5 ppm and the fragment mass tolerance to ± 15 ppm. The maximal number of missed cleavages was set to two. Identified spectra were FDR-filtered to 1.0% on peptide level using the Percolator algorithm integrated in Thermo Proteome Discoverer. The localization of the modification sites within the peptides was performed with ptmRS, which is based on phosphoRS [79]. Peptides were quantified based on Reporter Ion intensities as extracted by the “Reporter Ions Quantifier”-node as implemented in Proteome Discoverer. Proteins were quantified by summing up unique and razor peptides. Protein area normalization was done using the spiked-in proteins dCas9 and Lambda exonuclease. Missing values were imputed by the 5-percentile of the respective sample. Differentially expressed proteins were determined using limma [82] and p-values were adjusted for multiple testing using the limma R package [83].

### Reductive agent sensitivity test in Zebrafish embryos

To assess the sensitivity of wild-type and mutant embryos to DTT, we collected embryos from two to four pairs of fish from each genotype up to 20 minutes post-fertilization. Embryos were split into two groups. Group one (DTT treatment) was transferred to 0.2 mM DTT in blue water (E3 medium with 0.1% methylene blue) at 30 minutes post-fertilization. Embryos were kept in this medium for the duration of the experiment. Group two (untreated) consisted of untreated embryos (not incubated in DTT); untreated embryos were kept alongside as controls. Manual examination of defects was performed blindly at every hour for the first 8 hours post-fertilization.

### Statistical analyses

For the quantification of fertilization rates, Kruskal-Wallis with Dunn’s multiple comparison test was performed, taking the cross of wild-type females and wild-type males as reference.

The significance of the proportion of overlapping genes within and among periods was calculated by Pearson’s chi-squared test with Yates continuity correction, which tests for equality of proportions between two populations.

Significance of the differences in level of expression of DEGs and unchanged genes across the time course, as well as the read density over the gene body regions per time point were assessed by Wilcoxon test.

Significances of differences in transcript lengths, as well as for CAI comparisons were calculated by the Kolmogorov-Smirnov test.

To evaluate significant differences in viability under reductive conditions, Kruskal-Wallis with Dunn’s multiple comparison test was performed per time-point, taking the wild-type untreated samples for every time point as reference.

Data visualization and all statistical analyses were performed using R (v3.5.1).

## Supporting information

S1 Fig *Ski7* expression in mouse and zebrafish. (A) Expression levels (TPM) of mouse *Ski7* (purple) and *Hbs1l* (gray) during early embryogenesis. Left: *Hendrickson PG*, *et al 2017*; right: *Yu C*, *et al*, *2016*. (B) Zebrafish Ski7 mutant protein lacks the conserved Ski7-like and P4-like motifs. Schematic (left) and amino acid sequence (right) of wild-type and mutant Ski7 proteins. Specific domains and motifs are highlighted. The mutant protein contains the shared N-terminus from Hbs1l but lacks the Ski7-like and P4-like motifs due to a premature stop codon. (C) *Hbs1l* mRNA levels remain unchanged in *ski7*^*-/-*^ mutants. Screenshot of RNA-seq reads over the *ski7* gene locus of mutant and wild-type samples. Red box indicates the 203-nt deletion in the mutants (top). TPM levels of *ski7* (purple) and *hbs1l* (gray) in *WT* (straight line) and *ski7*^*-/-*^ (dotted line) across the entire time-course show no differences in expression for *hbs1l*.
(TIF) Click here for additional data file.

S2 Fig *Ski7* mutants are viable and develop into morphologically normal adults. Representative images of wild-type and *ski7*^*-/-*^ mutant female (top) and male (bottom) fish. No morphological differences are observed.
(TIF) Click here for additional data file.

S3 Fig Ski7 mutant fish produce a higher proportion of eggs of poor quality and a reduced number of developing offspring. (A) Representative images and quantification of eggs of good quality (GQ) and poor quality (PQ) at 30 minutes after egg-laying. (1) Good egg quality, (2) egg without chorion elevation, and (3) opaque egg. Every bar represents an individual female. Numbers on top of the bars indicate the number of eggs. (B) Percentage of developing embryos from wild-type, mutant, and reciprocal crosses. P-adjusted from Kruskal-Wallis with Dunn’s comparison test (comparisons were performed against the cross of *WT* male with *WT* female). *WT-WT* and *ski7*^*-/—*^*ski7*^*-/-*^ crosses are from main Fig 1D.
(TIF) Click here for additional data file.

S4 Fig Differential gene expression analysis in the absence of Ski7 based on rRNA-depleted RNA-seq data. (A) Number of up- and down-regulated genes in *ski7*^*-/-*^ mutants during oogenesis (O1 –O4), and embryogenesis (E1 –E4) based on rRNA-depleted mRNA enrichment. (B) Venn diagrams of the number and percentage (in brackets) of DEGs obtained by polyA^+^, rRNA-, or both mRNA enrichment methods.
(TIF) Click here for additional data file.

S5 Fig High correlation between polyA^+^ and rRNA-based gene expression values of DEGs. Scatter plots of polyA^+^ and rRNA- log fold changes of DEGs identified by polyA^+^ RNA during oogenesis and embryogenesis. Colored dots represent individual genes that were classified as significantly differentially expressed in both methods. The number (bottom right corner) indicates Spearman’s ran correlation coefficient.
(TIF) Click here for additional data file.

S6 Fig DEGs are shared within but not between periods. (A) Number of up- and down-regulated genes in *ski7*^*-/-*^ mutants during oogenesis (O), in mature eggs (M), and embryogenesis (E). (B) Venn diagrams of differentially expressed genes for the three periods. Note that there is almost no overlap of genes between all three periods.
(TIF) Click here for additional data file.

S7 Fig Targets of Ski7 are broadly expressed during the oocyte-to-embryo transition. (A) Venn diagrams of the overlap of DEGs from the three periods from S6B Fig. (B) Venn diagrams of the overlap of ‘period-specific’ DEGs (differentially regulated in all stages of a given period) during the oocyte-to-embryo transition in *WT* and *ski7*^*-/-*^ samples. The numbers below refer to the expression in wild type (left) or *ski7*^*-/-*^ (right). Identified = expressed in wild type or *ski7*^*-/-*^ in at least one period; ≥2 periods = expressed in wild type or *ski7*^*-/-*^ in at least two periods; X + Y|Z = expressed in the period of origin (X) and at least one other period (Y and/or Z).
(TIF) Click here for additional data file.

S8 Fig Some of the Ski7’s targets are regulated at a specific time. (A) Venn diagrams of the overlap of DEGs from the three periods from S6B Fig. (B) Venn diagrams of the overlap of ‘period-specific’ DEGs (differentially regulated in all stages of a given period) compared to unchanged genes in the other periods. The numbers below refer to DEGs of the indicated period identified as unchanged in other periods.
(TIF) Click here for additional data file.

S9 Fig Metagene profiles of DEGs and unchanged genes during the oocyte-to-embryo transition. Metagene profiles of up-regulated, down-regulated, and unchanged genes of wild-type (gray) and mutants (purple) at all stages during the oocyte-to-embryo transition.
(TIF) Click here for additional data file.

S10 Fig Down-regulated genes in the absence of Ski7 tend to be shorter during oogenesis. Cumulative distribution of transcript lengths of up-regulated (orange), down-regulated (blue) and unchanged (gray) genes per period. (A) Analyses of the length of full transcripts shows that down-regulated genes during oogenesis tend to be shorter while up-regulated are longer (Kolmogorov-Smirnov p = 1.7e^-07^ & 0.003, respectively). (B) Analyses of the length per transcript region (5’ UTRs, CDSes and 3’ UTRs). Note that the biggest difference in down-regulated genes during oogenesis is observed in CDSes and 3’ UTRs (Kolmogorov-Smirnov p = 1.6e^-06^ & 4.0e^-05^, respectively), and 3’ UTRs in up-regulated genes (Kolmogorov-Smirnov p = 0.021).
(TIF) Click here for additional data file.

S11 Fig Genes up-regulated in *ski*7 mutants during oogenesis are enriched for rare codons. Cumulative fraction of the usage of synonymous codons in DEGs (up-regulated: orange, down-regulated: blue) and unchanged genes (gray) per period as measured by codon adaptation index (CAI). P-values from Kolmogorov-Smirnov test.
(TIF) Click here for additional data file.

S12 Fig Differentially expressed proteins in *ski7*^*-/-*^ embryos. (A) Volcano plot of proteins identified by tandem mass tag mass spectrometry (TMT-MS) from wild-type and *ski7*^*-/-*^ mutant embryos at 4 hours post-fertilization. Significantly up- and down-regulated proteins are coloured in orange and blue, respectively. Factors involved in response to stress/oxidative stress are highlighted in green. Labelled dots highlight proteins for which the mRNA was also identified as differentially regulated by RNA-seq. In bold, oxidative stress proteins that were also identified by RNA-seq. (B) List of all significantly up- and down-regulate proteins (indicated by gene name) from the TMT-MS analyses. Differentially expressed proteins for which the mRNA was also identified as differentially expressed by RNA-seq are highlighted in bold. Genes that have been associated with stress response or oxidative/reductive stress are highlighted in green.
(TIF) Click here for additional data file.

S13 Fig GO terms enriched in differentially expressed genes in *ski7* mutants. GO terms enriched in the overlapping set of DEGs from each period (O = oogenesis, M = mature eggs, E = embryogenesis).
(TIF) Click here for additional data file.

S14 Fig GO terms enriched in differentially expressed genes for each stage across the oocyte-to-embryo transition. GO terms enriched in DEGs at each stage of the time-course experiment during the oocyte-to-embryo transition. O = oogenesis, M = mature eggs, E = embryogenesis.
(TIF) Click here for additional data file.

S1 Table Conservation analysis of Ski7 protein homologs. Species name, identifiers, and databases of all Ski7 proteins used for the alignment in Fig 1C.
(XLSX) Click here for additional data file.

S2 Table Quantification of poor-quality eggs. Numbers of eggs of poor quality of individual wild-type and *ski7* mutant females.
(XLSX) Click here for additional data file.

S3 Table Percentage of developing embryos. Numbers and percentages of developing embryos of wild-type, *ski7* mutant, and rescued crosses.
(XLSX) Click here for additional data file.

S4 Table Quantification and staging of developing embryos over time. Scoring of embryos over time up to 7 hours post-fertilization (hpf). (A-J) Individual experiments of wild-type embryos. (I-P) Individual experiments of *ski7* mutant embryos.
(XLSX) Click here for additional data file.

S5 Table Mass-spectrometric analysis of the Ski7-P4-like peptide pull-down. Values of the normalized abundances of detected proteins in mass-spectrometry of three independent replicates of Ski7-P4-like peptide and a negative control. Log2 fold-change of peptide/negative control, as well as p-values are shown.
(XLSX) Click here for additional data file.

S6 Table Overview of RNA-seq experiments. (A) Number of reads per sample from 3 replicates per genotype per stage; polyA^+^ RNA-seq and ribo- (RiboC) RNA-seq). (B) Pearson correlation between samples of polyA^+^ RNA-seq. (C) Pearson correlation between samples of RiboC RNA-seq.
(XLSX) Click here for additional data file.

S7 Table Differentially expressed genes of polyA+ RNA-seq data during oogenesis. List of differentially expressed genes during oogenesis based on polyA+ RNA-seq. The list shows the gene name (Gene), counts per million (cpm) per replicate for WT and *ski7*^*-/-*^ mutants, the calculated log2FC, and FDR (false discovery rate). The last column provides the classification of genes as either significantly upregulated (UP) or downregulated (DOWN) (all other genes are listed as FALSE) according to EdgeR.
(XLSX) Click here for additional data file.

S8 Table Differentially expressed genes of polyA+ RNA-seq data in mature eggs. List of differentially expressed genes in eggs based on polyA+ RNA-seq. The list shows the gene name (Gene), counts per million (cpm) per replicate for WT and *ski7*^*-/-*^ mutants, the calculated log2FC, and FDR (false discovery rate). The last column provides the classification of genes as either significantly upregulated (UP) or downregulated (DOWN) (all other genes are listed as FALSE) according to EdgeR.
(XLSX) Click here for additional data file.

S9 Table Differentially expressed genes of polyA+ RNA-seq data during embryogenesis. List of differentially expressed genes during embryogenesis based on polyA+ RNA-seq. The list shows the gene name (Gene), counts per million (cpm) per replicate for WT and *ski7*^*-/-*^ mutants, the calculated log2FC, and FDR (false discovery rate). The last column provides the classification of genes as either significantly upregulated (UP) or downregulated (DOWN) (all other genes are listed as FALSE) according to EdgeR.
(XLSX) Click here for additional data file.

S10 Table Differentially expressed genes of Ribo- RNA-seq data during oogenesis. List of differentially expressed genes during oogenesis based on Ribo- RNA-seq. The list shows the gene name (Gene), counts per million (cpm) per replicate for WT and *ski7*^*-/-*^ mutants, the calculated log2FC, and FDR (false discovery rate). The last column provides the classification of genes as either significantly upregulated (UP) or downregulated (DOWN) (all other genes are listed as FALSE) according to EdgeR.
(XLSX) Click here for additional data file.

S11 Table Differentially expressed genes of Ribo- RNA-seq data during embryogenesis. List of differentially expressed genes during embryogensis based on Ribo- RNA-seq. The list shows the gene name (Gene), counts per million (cpm) per replicate for WT and *ski7*^*-/-*^ mutants, the calculated log2FC, and FDR (false discovery rate). The last column provides the classification of genes as either significantly upregulated (UP) or downregulated (DOWN) (all other genes are listed as FALSE) according to EdgeR.
(XLSX) Click here for additional data file.

S12 Table Binned values for metagene profiles. Normalized values on 100 bins of the differentially expressed and unchanged genes, per stage, per replicate of wild-type and *ski7* mutant samples.
(XLSX) Click here for additional data file.

S13 Table Transcript lengths of differentially expressed genes. Length of the different gene body regions of the longest annotated transcript of every gene for differentially expressed and unchanged genes. Lengths of full transcript (A), 5’ UTR (B), CDS (C), and 3’ UTR (D) are indicated per period.
(XLSX) Click here for additional data file.

S14 Table Codon adaptation index values. Codon adaptation index values of up-regulated (A), down-regulated (B), and unchanged (C) genes on every period.
(XLSX) Click here for additional data file.

S15 Table Mass-spectrometric analysis of TMT-MS of *WT* and *ski7*^*-/-*^ embryos at 4 hours post fertilization. Values of the raw and normalized abundances of proteins detected from TMT-MS of wild-type and *ski7*^*-/-*^ 4hpf-embryos in triplicates. Log2 fold-change of *ski7*^*-/-*^/wild-type and p-value (limma) are also displayed.
(XLSX) Click here for additional data file.

S16 Table Quantification of DTT stress. Scoring of untreated and 0.2 mM DTT treated wild-type and *ski7*^*-/-*^ mutant embryos over time (1, 2, 3, 4, 6, 8 hours post-fertilization).
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

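RNA was sequenced from oocytes of 4 stages, from unactivated, activated and fertilized eggs and from embryos of 4 stages, in wild type and *ski7*-/- mutants, with 3 replicates per genotype and stage. Of the 114 libraries, 66 were made by polyA selection and 48, of oogenesis and embryogenesis, by depletion of ribosomal RNA. The authors trimmed adapters with bbduk, aligned the reads with HISAT2 to the zebrafish genome and deposited the counts of uniquely mapped reads per gene from HTSeq, without normalization. The authors also quantified transcripts with Kallisto from the trimmed reads and deposited estimated counts per transcript, without normalization. The deposited transcript values include TPM, which Kallisto scales to the same total in each library. Each library has its own values and replicates were not pooled. Samples were assigned to genotype, stage, library type and replicate from their labels.

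Gene counts were used for each test between genotypes. The 5 periods and library types (oogenesis, mature eggs and embryogenesis in polyA+ RNA, oogenesis and embryogenesis in rRNA-depleted RNA) were fitted separately with edgeR 4.0.16 in R 4.3.3, with TMM scaling and quasi-likelihood tests of the mutants against wild type at each stage. Genes needed at least 10 CPM in at least 3 libraries of the period, p-values were adjusted by the method of Benjamini and Hochberg within each stage, and the threshold was 0.05. Unchanged genes had an adjusted p over 0.05 and a fold change between 0.8 and 1.2. Shared period DEGs were called in the same direction at each stage of a period. Expression-matched genes were drawn 100 times from the unchanged genes in 20 bins of the wild-type level, and the median draw was compared with the DEGs by Pearson's chi-squared test with Yates correction. PCA used the regularized logarithm of DESeq2 1.42.0 and the 1000 most variable genes. Gene sets were tested with Fisher's exact test in scipy 1.17.1 and with camera in limma 3.58.1. Permutation tests of correlations used 100000 resamples and tests on gene order 10000 shuffles. Tables were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures with matplotlib 3.10.9.

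Depth ranged from 2910639 to 145420525 reads on genes in polyA+ libraries and from 1439427 to 46600444 in rRNA-depleted libraries. A group was taken to be at the floor where all of its libraries had 3 reads or fewer, and folds against such a group are lower bounds. Confidence intervals of 95% and floors cover counting error only. The tests were tried on simulated data in which 200 genes were changed, and recovered between 61.4% and 63.5% of those tested in simulated rRNA-depleted embryos, with between 3.94% and 6.02% of the calls false. Simulated libraries were drawn independently, so these rates leave out the correlation between real libraries of the same replicate.

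The genes named in the passages follow a rule set before the data were examined: each gene that the paper names, and in each period the 2 up-regulated and the 2 down-regulated shared period DEGs with the largest mean absolute log2 fold change among those whose mutant libraries all lie on the same side of the wild-type libraries at each stage. Genes named outside this rule are marked as such where they appear. Of the 31466 gene identifiers counted, 28965 (92.1%) were matched to a symbol, and gene order came from the same reference, without coordinates.

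The alternatives were DESeq2's size factors or library size only in place of TMM, DESeq2's Wald test, edgeR's likelihood-ratio test, a fit per stage, a replicate block, limma-voom with the female as a random block, filters at 1 CPM, on wild-type libraries alone or none, counts thinned to the smallest library, and the removal of each replicate of each genotype in turn. Further ones changed the definition of shared DEGs, the genes compared between library types, the wild-type level, the number of genes and the transformation in PCA, the gene set test and the proteins compared. Those added after the data were seen are the female as a random block in the tests of differences between stages and between periods, and a comparison of protein with transcript TPM. For the difference between periods the edgeR test with independent libraries was run before it was replaced by the model with the female as a random block. In embryos the block called the female is the replicate set, since the paper does not say that the stages of a replicate share a clutch.

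Several planned measures could not be made. Transcripts could not be assigned to genes, apart from 1821 that were joined to proteins of S15 Table. Levels per gene are therefore in CPM in place of TPM, *ski7* was not separated from *hbs1l*, and transcript length and codon adaptation were not compared. The symbols *bncr* and *ttc37* had no gene identifier in the reference used. Of the protein table only a part was at hand, so the paper's adjustment of protein p-values for multiple testing was not recomputed. Metagene profiles, egg quality, pull-down and DTT data were not analysed here.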

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

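The tests of the difference between periods, including its splits of the replicate sets and its use on genes shared within 1 period, and the female as a random block in the tests of differences between stages were chosen after the result was seen. The edgeR interaction test between stages was not in the design fixed before the data were examined.

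In polyA+ RNA of embryos, the change of *ski7*-/- mutants against wild type differed between the 4 stages for 46 genes (edgeR quasi-likelihood interaction test, adjusted p under 0.05). With the female as a random block in limma-voom, an alternative added after the data were seen, there were 299. In embryos the replicate set stood for the female, since the paper does not say that the stages of a replicate share a clutch. In rRNA-depleted RNA of the same stages 0 genes passed, and 134 had an unadjusted p under 0.05. Of the 4 splits of the 6 replicate sets that part all 3 same-numbered pairs, 1 gave as many genes, the real split, and the others gave 0. The others mix genotypes within each group, and 4 splits are too few to exclude a grouping by chance. A difference in developmental timing at E1 is a candidate explanation: across genes, the change at E1 correlated with the wild-type change from E1 to E2 in a replicate outside the fit, with a mean Spearman's rho of 0.274 (from 0.232 to 0.338 over 3 fits). In rRNA-depleted RNA that rho was 0.0381 (from -0.0613 to 0.193 over 3 fits), which does not show a shift of timing there. How reproducible the wild-type change from E1 to E2 is in these libraries was not tested, so a low rho does not exclude one. The stage dependence seen in polyA+ RNA therefore cannot be told apart from a difference in timing or in polyA tails that polyA selection would register. Polyadenylation itself was not tested.

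In rRNA-depleted RNA of oogenesis, 3 genes changed differently between the 4 stages by the same test. They are named here after their values were seen: si:ch1073-83m3.1, with log2 fold changes from -6.24 at O1 to -4.77 at O4 and an interaction adjusted p of 0.0244, *appa*, from -2.26 to 0.06, and *synj2bp*, from 0.02 to -0.44, both with an interaction adjusted p of 0.0457. In the polyA+ libraries si:ch1073-83m3.1 had log2 fold changes of -5.83, -1.76, -5.71 and -5.97 from O1 to O4, which do not follow the weakening in rRNA-depleted RNA. In polyA+ RNA *appa* went from -2.38 to -0.02 and *synj2bp* from 0.09 to -0.07 over the same stages, and 0 genes passed the interaction test (112 with an unadjusted p under 0.05). With the female as a random block, added after the data were seen, 31 genes passed in rRNA-depleted RNA. The real split was again 1 of the 4 splits with as many genes, and the others gave 0. Stage-dependent genes in polyA+ oogenesis, mature eggs and rRNA-depleted embryos numbered 0 by the edgeR test (112, 7 and 134 with an unadjusted p under 0.05) and 0, 12 and 0 with the female as a random block. The edgeR test ignores that stages share a female, whose correlation in eggs was 0.823. Against a count of 0 each split gives as many by necessity, so that 4 of the 4 splits did and the comparison shows nothing. In eggs 1 of the 10 splits, not among these 4, gave 25 genes. No further technical explanation was tested for the 3 genes, and chance in a choice among 10158 genes is not excluded.

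Across the 3 periods, the change of *ski7*-/- mutants against wild type differed for 1989 of 6473 genes tested in all 3 periods (limma-voom with the female as a random block, a choice made after the data were seen). In embryos the replicate set stood for the female. The real split was 1 of 4 with as many genes, and the others of the 4 gave 23, 8 and 71. Among genes shared within 1 period only, 674 of the 1121 tested in all 3 periods had such an effect, or 60.1%. These genes were chosen by calls in the same libraries, which raises this share. For the remaining genes a call in 1 period is not shown to differ from the absence of a call in another, and calls on either side of the threshold may account for them. Of the 1121 genes, 525 (46.8%) changed with the same sign in both other periods. Oocytes, eggs and embryos came from different animals or collections, so a difference between periods cannot be told apart from a difference between the fish used in each period.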

How the results depend on the processing

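The female as a random block in tests of differences between stages and between periods, and the comparison of protein with transcript TPM, were added after the data were seen. The remaining alternatives were set before the data were examined.

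Of the comparisons of main results with their value under an alternative, 491 stayed the same, 126 moved, 4 became stronger and 1 reversed. DESeq2's size factors in place of TMM moved none of the counts of DEGs per stage or period by more than 1.5 times. Of 1205 comparisons of single named genes and other minor results with their value under an alternative, 1140 kept direction and side of the threshold, 39 became weaker, 4 became stronger and 22 reversed. The cause was not tested for any of the changes below.

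One fit per stage gave 89 DEGs at O2, 396 at O3, 374 at O4, 323 at UNA, 463 at ACT, 343 at FER, 1156 at E1 and 186 at E2. By period it gave 881, 550 and 1895 in polyA+ RNA and 1308 and 1290 in rRNA-depleted RNA. It left 76.7% of period-specific DEGs expressed in more than 1 period, 25.2% of shared DEGs unchanged elsewhere, an overlap between library types of 37.8% in oogenesis and 33.0% in embryogenesis, an egg effect of down-regulated genes of 0.19, and 1 gene set test past the threshold. The mitochondrially encoded genes among shared down-regulated DEGs of embryogenesis fell to 0 under one fit per stage.

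A replicate block gave 2106 DEGs at UNA, 1858 at ACT, 2189 at FER, 2606 in eggs and an overlap of 41.2% in embryogenesis. Animals with the same number differ between genotypes, so this replicate block pairs unrelated fish: residuals of the same number in the 2 genotypes correlated between -0.0257 and 0.0489, against between 0.575 and 0.754 for the same number across stages within a genotype. The female as a random block gave 2354 DEGs at UNA, 2605 at E3, 2109 at E4, 2590 in eggs and 3596 in rRNA-depleted oogenesis. It gave overlaps of 31.3% and 37.8%, an egg effect of 0.164, and 12, 299 and 31 stage-dependent genes in eggs, embryos and rRNA-depleted oogenesis. The *hbs1l* locus at E1 reversed to a log2 fold change of -0.18.

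Without a filter there were 797 DEGs at UNA and 904 at FER, 62.5% of period-specific DEGs expressed in more than 1 period, 22.2% unchanged elsewhere and overlaps of 40.1% and 32.7%. The mean effect of the wild-type level was 0.013 for up-regulated genes and 0.578 for down-regulated genes in eggs, and the locus reversed at FER (-0.01) and E1 (-0.04). The filter at 1 CPM gave 65.0%, 27.3%, an oogenesis overlap of 38.1%, an egg effect of 0.391 and a reversed locus at FER (-0.04) and E1 (-0.01). With the filter on wild-type libraries the shares were 91.3% and 37.7%, the effects -0.318 and 0.196, and 1 gene set test passed. Thinned counts gave 1303 DEGs in rRNA-depleted oogenesis, an embryonic overlap of 31.9%, and a reversed locus at E1 (-0.31) and E3 (-0.08).

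Library size only gave 32.0% unchanged elsewhere and an egg effect of 0.040. The likelihood-ratio test gave 31.9% and an embryonic overlap of 37.7%, and DESeq2's Wald test gave overlaps of 37.8% and 39.0%. Calls at 2 or more stages of each period gave 0.86% of up- and 0.977% of down-regulated DEGs shared by all 3 periods, both now past the threshold against matched genes. Only genes tested in both library types gave overlaps of 38.5% and 37.9%, and all such genes a mean rho of 0.737 and 0.744. With the mean level of both genotypes the effects were -0.309 and 0.191, and with the level of the rRNA-depleted libraries the effect of up-regulated genes was -0.302. Proteins with a p-value under 0.05 in S15 Table reversed rho to 0.409, and camera gave 4 of 9 gene set tests past the threshold.

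Across the 6 fits that each left out 1 replicate, DEGs ranged from 514 to 682 at O1, 448 to 1570 at O2, 430 to 759 at O3, 568 to 1585 at UNA, 544 to 1302 at ACT, 618 to 1931 at FER, 831 to 1317 at E2, 907 to 1175 at E3 and 853 to 1131 at E4. By period they ranged from 771 to 1798, 753 to 2161, 1472 to 2057 in rRNA-depleted oogenesis and 1314 to 1892 in rRNA-depleted embryos. Period-specific DEGs expressed in more than 1 period ranged from 79.2% to 86.9%, shared DEGs unchanged elsewhere from 24.5% to 38.3%, and overlaps from 29.4% to 36% and from 29% to 32.5%. Over 9 fits the egg effect ranged from 0.132 to 0.377. Gene set tests past the threshold ranged from 0 to 2, and rho with protein from -0.061 to -0.03. The permutation p of rho fell under 0.05 without WT replicate 1 (p = 0.0452) and without ski7 replicate 3 (p = 0.0298). Mitochondrially encoded genes among the down-regulated DEGs of embryogenesis ranged from 0 to 5, with 0 without WT replicate 2, without ski7 replicate 1 and without ski7 replicate 2. The locus ranged from -0.15 to 0.77 at ACT, -0.32 to 0.64 at FER, -0.15 to 0.19 at E1, -0.08 to 0.31 at E2 and -0.04 to 0.28 at E3.

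The direction of the effect of the wild-type level on up-regulated genes was the same at 11 of 11 stages under each alternative except no filter, and at 8 of 8 stages with the level of the rRNA-depleted libraries. Under wild-type-only filtering the up-regulated genes named by the rule were not tested in their period. These were *dok1a* and *cyp2x7* in oogenesis, *akap12a* and *ftr19* in mature eggs, and *cirop* and ENSDARG00000097414 in embryogenesis. In mature eggs *cyp2x7* passes this filter, with 42.4 to 73.3 CPM in wild-type libraries. Also not tested were *akap12a* without ski7 replicate 2, *ftr19* without ski7 replicate 1 and si:dkey-81e3.2 without WT replicate 1 or without WT replicate 2. The alternatives for transcript length, codon adaptation, the ratio of *ski7* to *hbs1l* and the test of their transcripts were not run, since transcripts could not be assigned to genes. Depth limits what can be called: 3 reads correspond to up to 2.08 CPM in the smallest rRNA-depleted library.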

Differences from the paper's values

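The comparison of single stages with the supplementary tables was chosen after the data were seen.

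The paper gives 0.2% for down-regulated DEGs shared by all 3 periods, and the value here was 0.109%, which is 1 gene. Of the alternatives set before the data were examined, 5 of 19 came within 1.5 times the paper's value: library size only (0.153%), at least 1 CPM in at least 3 libraries (0.178%), counts thinned to the smallest library (0.136%), without WT replicate 3 (0.136%) and without ski7 replicate 2 (0.163%). The others ranged from 0% to 1.35% and did not. The cause was not tested.

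For O1 the paper's Fig 3D shows about 610 down-regulated genes, read by eye, and 387 were called here. Within 1.5 times were 6 of the 17 alternatives set before the data were examined: DESeq2's size factors (409), DESeq2's Wald test (519), the likelihood-ratio test (432), a replicate block (475), at least 1 CPM in at least 3 libraries (560) and no filter (512). The other 11 gave between 230 and 401. The cause was not tested.

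PC1 of embryogenesis carries about 36% of the variance in the paper's Fig 3C, read by eye, and 54.06% here. Of the alternatives set before the data were examined, the 500 most variable genes (49.54%) came within 1.5 times, and the 5000 most variable genes (58.23%) and the variance stabilizing transformation (57.01%) did not. The cause was not tested.

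In the part of S7, S9, S10 and S11 Tables at hand, the log2 fold change and FDR of O3 or E3 equal those of O2 or E2. This held row by row, in all 1098, 1087, 1089 and 1098 rows. Some rows hold different genes at both stages, since 833 rows of S7 Table held a gene tested here at O2 and 804 at O3. Spearman's rho between the listed and the present log2 fold changes was 0.012, 0.082, 0.035 and 0.039 for these stages and 1.0 for each other stage of S7 to S11 Tables. Of the genes that the tables call at O3 or E3 and that were tested here, 45.6%, 52.3%, 51.5% and 51.6% were called in the same direction. At the other stages this share was between 93.8% and 100%. Genes that did not pass the filter here are left out of it. At O1 of S7 Table, 759 of the 1048 called genes at hand were tested here, and 712 were called. Most rows at hand are genes that the tables call. The tables list more genes (13743 in S7 Table) than passed the filter of 10 CPM here (9621). Of the 1098 genes at hand that S7 Table calls at O2, 265 were not tested here. The paper's calls thus rest on more genes than this filter left. With at least 1 CPM, 15313 genes were tested in polyA+ oogenesis. The number of DEGs then lay nearer to the paper's in each period and library type. The cause was not tested.

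The paper places up-regulated genes below unchanged genes in wild-type level at each time point. Here that held at 11 of 11 stages with the filter of 10 CPM that the paper's methods name, and at 11 of 11 with 1 CPM. It held at 4 of 11 without a filter, where genes with almost no reads can count as unchanged. The paper names redox-related processes among the enriched terms of each period. The redox regulators tested here, a gene set rather than the paper's Gene Ontology terms, passed no test, with camera adjusted p of 0.307, 0.216 and 0.387. Fig 5A shows the *rpl37* protein as down-regulated, and its RNA had a log2 fold change of 0.46 at E4. The paper's transcript values place *ski7* far above a constant *hbs1l* in mature eggs. Here the counts on the whole locus in wild type fell to 0.324 of the O1 level. The cause was not tested.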

Other observations

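The tests of the scaling and of the females for mitochondrially encoded genes, and the test of a fixed variant for genes at the floor, were chosen after the result was seen. The patterns below were noticed in the same data on which they were tested.

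Splits of the 6 replicate sets were used to ask how many DEGs a grouping by chance gives. Of the 10 splits, 4 part all 3 same-numbered pairs, and for the DEGs of each stage and period and the shared period DEGs the real split was 1 of 4 with as many genes. Over the other 9 splits the DEGs of a stage numbered between 0 and 14 in oogenesis and between 0 and 9 in embryos. In unactivated eggs 1 other split gave 131, against 1330 for the real one. With so few splits the share cannot fall under 0.1 for 10 splits.

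The low wild-type level of up-regulated genes was tested against 2 technical explanations. If the filter alone made the pattern by keeping genes of low wild-type level only when they are high in the mutants, a filter on wild-type libraries would remove it. With that filter up-regulated genes were lower at 11 of 11 stages, with a mean effect of -0.318. Without a filter the mean effect was 0.013, with up-regulated genes lower at 4 of 11 stages and effects from -0.111 to 0.222, so size and direction of the effect depend on whether genes are filtered. Genes with almost no reads can count as unchanged there. With the filter at 1 CPM the mean effect was -0.423, with up-regulated genes lower at 11 of 11 stages. If noise in the wild-type libraries made both the call and the level, a replicate outside the calls would show a smaller effect. The ratio of the held-out effect to the full one was 0.942. With the same calls the effect was -0.494 with the levels of the replicates in the calls and -0.444 with the level of the replicate outside them. For the remaining replicates it was -0.513 and -0.48, and -0.465 and -0.41. It was smaller outside the calls each time, which leaves a part of it open to this explanation. For down-regulated genes in mature eggs the ratio was 0.72, which leaves part of that effect open to this explanation. Both ratios also carry the loss of a replicate from the calls. With the same calls the egg effect was 0.377 with the levels of the replicates in the calls and 0.319 with the level of the replicate outside them, 0.209 and 0.195, and 0.193 and 0.134, for the 3 replicates in turn. The egg effect was 0.318 at 3 of 3 stages with calls under DESeq2's size factors and 0.040 with calls under library size only. Among these scalings and TMM, it was seen at each egg stage only where the scaling behind the calls corrects for composition.

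Shared period DEGs near *hbs1l* may reflect linkage to the mutated locus, since mutants carry the chromosome on which the allele arose. In the window of 50 tested genes around *hbs1l*, 14 were shared period DEGs (28%, against 16.1% of all placed genes). Of the 7323 other windows 7.25% had as many, with a median of 8 and a maximum of 22, where fewer than 5% had been set as the mark of linkage. The other windows overlap each other and carry the clustering of shared period DEGs described in the next paragraph, so this comparison does not exclude linkage. *aldh8a1*, next to *hbs1l*, and *sgk1* are among the 14. Order along the chromosome came from gene order without coordinates, and linkage of single genes was not tested.

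Shared period DEGs lay next to each other in gene order more often than shuffled genes, with 275 neighbouring pairs of different symbol stems against 222 expected (permutation of gene order, p = 0.0001, the smallest that the shuffles can give). Haplotype blocks that differ between the wild-type and mutant stocks are a candidate explanation. If reads shared between paralogs of the same symbol stem made the excess, it would go when such neighbours are left out. The ratio was 1.25 with them and 1.24 without, but 8566 of 8649 pairs and 275 of 279 shared ones stayed in, so paralogs with unlike symbols are not excluded. The excess reached pairs 6 to 20 genes apart (ratio 1.07, permutation p = 0.0001, again the smallest possible). Neighbours that were shared DEGs of different periods gave a ratio of 1.14 (199 against 175, permutation p = 0.0368), so blocks that act alike in each period remain open. Within a period 172 neighbouring pairs stood against 104 expected, and pairs 6 to 20 genes apart gave a ratio of 1.22 (permutation p = 0.0001, the smallest possible), which is in line with blocks that differ between the fish used for each period. Of the 172 pairs, 59.3% changed in the same direction, against 50.2% after shuffling (permutation p = 0.0096), which regulation of neighbouring genes together would also give. These explanations cannot be told apart here.

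The 13 mitochondrially encoded genes were lower in *ski7*-/- eggs and embryos. Under library size only at least 12 of 13 were lower at each of the 7 stages, which goes against the scaling as the cause. In rRNA-depleted embryos at least 11 of 13 were lower, with medians between -0.72 at E1 and -0.36 at E4, smaller than in polyA+ RNA, so capture by polyA selection could contribute. Averaged over the egg stages of each female, the log2 level fell by 1.23 from wild type to mutants, lower in 3 of 3 mutant females than in 3 of 3 wild-type females (exact permutation test, two-sided, p = 0.1, the smallest that 10 splits give). A difference between individual females or between maternal lineages, which pass on mitochondria, cannot be told apart from an effect of the genotype.

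A difference in RNA composition between the genotypes was tested in mature eggs by changing the scaling. Of 3851 calls at the 3 egg stages, 2849 (74.0%) were made in the same direction with library size only, 73.4% at UNA, 77.6% at ACT and 71.8% at FER. That scaling shifts all genes of a stage alike, so the lost calls follow from the shift and do not show which scaling holds. With DESeq2's size factors 96.4% of the egg DEGs were still called. Whether a difference in composition that the scaling does not remove accounts for part of the calls was not settled by this test. Unequal library depth was tested by thinning to the smallest library of the period, after which 79.6%, 90.1% and 74.7% of the DEGs of oogenesis, mature eggs and embryogenesis were still called in polyA+ RNA, and 52.1% and 70.3% of those of oogenesis and embryogenesis in rRNA-depleted RNA. Loss of power by thinning and an effect of depth cannot be told apart by this test.

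RNA from ovarian somatic or blood cells could differ between dissections of oocytes. Of 34 marker genes 11 were tested, and at most 9.09% (1 of 11, at O1) was called at a stage of oogenesis. The median log2 fold change of the 11 was 0.38 at O2, against 0.07 over all genes, so few calls among so few genes do not exclude a smaller contribution from such cells at that stage. The others did not pass the filter.

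Among the 1937 shared period DEGs, counted once in each period, 13 had 3 reads or fewer in every library of one genotype, 2 times in wild type and 11 times in the mutants. A fixed variant that separates the stocks, such as a deleted or divergent gene copy, would keep the same genotype at the floor in other periods. It did in 36.4% of the comparisons (4 of 11). These come from 4 genes, and some pairs of periods count from both sides, so they are not independent. Of the 4 genes, *cyp2x7* was at the floor in wild-type oocytes and in mutant eggs. A variant that segregates among the fish was not tested.

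Wild-type embryos extend the levels of the exosome beyond the oocytes and eggs. The median of the 6 exosome genes tested was 24.2 CPM at E1 and 34.9 CPM at E4, at the percentiles 40.2 and 43.3 of the tested genes. *exosc7* was called up-regulated in *ski7*-/- mutants at 3 of 4 embryonic stages, with log2 fold changes between 0.52 and 0.86, and *exosc2* at 3 of 4, between 0.53 and 0.81. In rRNA-depleted embryos both were called at 4 of 4 stages, *exosc7* between 0.60 and 1.00 and *exosc2* between 0.40 and 0.68. *exosc4* was called down-regulated at 1 of 4 embryonic stages in polyA+ RNA, with log2 fold changes between -1.01 and 0.00, and at 2 of 4 in rRNA-depleted RNA, between -0.53 and -0.20. *exosc9* was called down-regulated at 1 of 4 stages in each library type, with log2 fold changes down to -0.58 and -0.37. *exosc1* and *exosc8* were called at none of these stages. *skiv2l* had log2 fold changes between -1.59 and -1.31 in mutant eggs and was called at 1 of 3 stages (edgeR, adjusted p between 0.0302 and 0.0701). In rRNA-depleted oocytes it was called down-regulated at 4 of 4 stages, between -0.40 and -0.25, and in polyA+ embryos it was called at 2 of 4, between -0.46 and 0.50. *wdr61* was called up-regulated at 1 of 4 stages of polyA+ embryos, with log2 fold changes between 0.33 and 1.03 (edgeR, adjusted p between 0.000504 and 0.249). It was called at 0 of 4 stages of rRNA-depleted embryos, between 0.18 and 0.31, and at 0 of 3 egg stages, between 0.29 and 0.35. No explanation was tested for these values.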
